# EWSR1::ATF1 Orchestrates the Clear Cell Sarcoma Transcriptome in Human Tumors and a Mouse Genetic Model

**DOI:** 10.3390/cancers15245750

**Published:** 2023-12-08

**Authors:** Benjamin B. Ozenberger, Li Li, Emily R. Wilson, Alexander J. Lazar, Jared J. Barrott, Kevin B. Jones

**Keywords:** epigenetics, chromatin, comparative genomics, transcription factor

## Abstract

**Simple Summary:**

Many cancers, especially those most common in adolescents and young adults, are initiated by a single change in the DNA sequence of a gene. The particular change creates a new gene through the fusing of the beginning of one gene to the end of a second gene. This new fusion gene will be expressed as a fusion protein that combines the functions of the two parent genes, but in new ways. Because many of the cancers that are driven by these fusion genes are rare, study of the precise function of the fusion proteins can be difficult. This article reports on the study of a particular fusion protein that drives the rare, but deadly, pediatric cancer clear cell sarcoma. The fusion protein was expressed in mice, leading to the formation of similar tumors to those it causes in humans. This permitted the study of fusion protein function in these tumors.

**Abstract:**

Clear cell sarcoma (CCS) is a rare, aggressive malignancy that most frequently arises in the soft tissues of the extremities. It is defined and driven by expression of one member of a family of related translocation-generated fusion oncogenes, the most common of which is *EWSR1::ATF1*. The EWSR1::ATF1 fusion oncoprotein reprograms transcription. However, the binding distribution of EWSR1::ATF1 across the genome and its target genes remain unclear. Here, we interrogated the genomic distribution of V5-tagged EWSR1::ATF1 in tumors it had induced upon expression in mice that also recapitulated the transcriptome of human CCS. ChIP-sequencing of V5-EWSR1::ATF1 identified previously unreported motifs including the AP1 motif and motif comprised of TGA repeats that resemble GGAA-repeating microsatellites bound by EWSR1::FLI1 in Ewing sarcoma. ChIP-sequencing of H3K27ac identified super enhancers in the mouse model and human contexts of CCS, which showed a shared super enhancer structure that associates with activated genes.

## 1. Introduction

Epigenetic reprogramming is an emerging hallmark of cancer, which involves the aberration of nuclear machinery that regulates gene expression via genome accessibility, enhancer activity, and secondary histone modifications [1]. Some malignancies, including subtypes of leukemia and sarcoma, are initiated by singular genetic events that generate pathognomonic fusion genes through chromosomal translocation [2]. Many of these fusion genes express fusion proteins that function as transcription factors (TFs) that profoundly reprogram transcription, driving oncogenesis. Many such fusion oncoproteins remain poorly characterized with regard to their epigenetic mechanisms of gene regulation, genome-wide chromatin distribution, and target genes.

Clear cell sarcoma (CCS), previously known as malignant melanoma of soft parts, is a soft-tissue sarcoma that arises in muscle compartments, tendons, or aponeuroses, most frequently in the extremities [3]. The 5-year and 10-year survival rates for patients diagnosed with CCS are 50% and 38%, respectively [4]. The definitional chromosomal translocation for CCS fuses *EWSR1* on chromosome 22q12 to *ATF1* on chromosome 12q13. The *EWSR1::ATF1* fusion oncogene (hereafter referred to as *EA1*) is identified in greater than ninety percent of CCS cases. *EA1* expression can independently initiate clear cell sarcomagenesis, demonstrated by multiple mouse genetic models [5,6]. In rare cases of CCS, alternative fusion genes are identified, involving related genes, such as *EWSR1::CREB1* or *EWSR1::CREM* [7,8]. The family of *EWSR1/FUS::CREB* translocation-associated tumors also includes angiomatoid fibrous histiocytoma, gastrointestinal clear cell sarcoma, pulmonary myxoid sarcoma, and a couple of carcinomas [9,10,11]. *EWSR1* is involved in many other translocations across sarcoma subtypes, including *EWSR1::FLI1* in Ewing sarcoma [12].

EWSR1 and other members of the FET family of proteins, FUS and TAF15, are RNA-binding proteins that are thought to function in splicing, but also have the distinct capacity to phase separately, which has prompted recent exploration of their roles in phase separated transcription hubs [13,14]. ATF1 is a member of the CREB/ATF family of TFs, along with CREB1 and CREM [15]. Importantly, the *EA1* fusion gene retains the bZIP DNA-binding domain of *ATF1* yet excludes the cyclic AMP (cAMP) response element, which has led to the hypothesis that EA1 is a cAMP-independent, hyperactive transcription factor for ATF1 target genes [16,17]. Moreover, the retained EWSR1 domain is presumed to be transcription-modulating due to its prion-like domain, which is shown to be crucial in the reprogramming that drives Ewing sarcoma [18,19,20].

CCS accounts for less than one percent of soft-tissue sarcomas and fewer than 100 cases are reported annually in the United States [3]. This scarcity of human cases was addressed by the development of genetically engineered mouse models that recapitulate the histologic features and transcriptome of human CCS [5]. Another challenge to the epigenomic characterization of CCS has been the lack of high-quality antibodies against the fusion specifically or even the amino terminal half of EWSR1. A prior investigation attempted to discern the genomic distribution of EA1 across chromatin by the intersection of chromatin immunoprecipitation sequencing (ChIP-seq) using antibodies against amino terminal EWSR1 and carboxy terminal ATF1 [21]. While this offered a closer look into the CCS epigenome than previously afforded, the analyses were still limited by the poor quality of the available EWSR1 antibodies and the artifacts created by contamination of each ChIP-seq experiment with endogenous EWSR1 or ATF1 distribution across chromatin. Such challenges with poor-quality antibodies for fusion oncoproteins have previously been shouldered by CRISPR/Cas9 efforts to tag a native fusion in a cancer cell line [21,22]. However, even such experiments carry the potential for an artifact as the tag may alter the oncogenicity of the fusion in unknown ways. We therefore determined to generate tumors from a tagged version of EA1 in the mouse, then interrogate these tumors to discover what could be learned about the human CCS epigenome.

## 2. Materials and Methods

### 2.1. Mouse Genetic Model of CCS (mCCS)

All animal experiments were performed under the approval of the University of Utah Institutional Animal Care and Use Committee and in accordance with international law and humane principles. The protocol under which this mouse strain was generated, these mouse tumors were grown, and euthanasia criteria and timing were described was protocol #16-10012, approved on 28 November 2016. The mouse strain background was 129/SvJ and C57Bl/6 as previously described [5]. Expression of type 1 *hEWSR1::ATF1* (exon 8::exon 4) from the *Rosa26* promoter was conditional upon hindlimb injection of purified TATCre, a soluble form of Cre-recombinase that localizes to nuclei through the TAT epitope. TATCre injections into mice were performed as previously described [5]. Mouse tumor growth progression was measured using calipers and calculated using an ellipsoidal formula: volume = (length × width × width) × 0.5. Mice were monitored for signs of distress that indicated euthanasia via CO_2_ followed by cervical dislocation, in accordance with a veterinarian-approved protocol. Tumors were surgically removed using sterilized scalpels and forceps, placed into 1.5 mL tubes, and immediately frozen with liquid N_2_.

### 2.2. Immunochemistry of Mouse Model Tumors

Four mouse model tumors were powderized using a cryogenic freezer mill. Frozen tumor powder was lysed using a RIPA buffer (Alfa Aesar, Haverhill, MA, UA; J62524) with a protease inhibitor cocktail (Sigma-Aldrich, St. Louis, MO, USA; P8340). Immunoprecipitation on lysate was performed using an anti-V5 pre-conjugated agarose slurry (Sigma-Aldrich A7345). An immunoblot to confirm expression of V5-tagged *EA1* was performed using an anti-V5 (Bethyl Laboratories, Inc, Montgomery, TX, USA; A190-120A 1:2000) or anti-EWSR1 (Lifespan Biosciences, Lynnwood, WA, USA; LS-B7255 1:5000) primary antibody followed by a Protein A secondary antibody (Bio-Rad, Hercules, CA, USA; 1706522 1:5000) on the immunoprecipitated and input samples. A ladder (Thermo Fisher Scientific, Waltham, MA, USA; 26619) was run in parallel to measure size of proteins in kDa. The original immunoblot figures can be found in Figure S1.

### 2.3. Human Models of CCS

The SU-CCS-1 human cell line was purchased from ATCC (CRL-2971). SU-CCS-1 cells were cultured in RPMI-1640 (Thermo Fisher 11875093) supplemented with 10% fetal bovine serum (Thermo Fisher 26140079). Cell cultures were incubated at 37 °C and 5% CO_2_ in non-treated flasks. Five human CCS samples were flash-frozen and shared to us from Dr. Lazar (MD Anderson Cancer Center). These human specimens were deidentified, by our use of them, but were collected with consent and IRB approval at MD Anderson Cancer Center.

### 2.4. Knockdown of EA1 by siRNA Transfection

siRNA targeting the *EA1* fusion gene transcript (Thermo Fisher s1696) or siRNA negative control (Thermo Fisher 4404021) was transfected in SU-CCS-1 cells for 48 h. Transfection was accomplished using 5 pmol of siRNA and 2 µL of lipofectamine (Thermo Fisher 13778-075) in 1.2 mL of Opti-MEM media (Thermo Fisher 31985070) per well of a 12-well non-treated plate.

### 2.5. RNA-Sequencing Acquisition and Data Analysis

RNA purification began by suspending the sample pellet in TRIzol (Ambion, Inc., Life Technologies, Carlsbad, CA, USA; 15596018) followed by chloroform to a percentage by volume of 16.67%. Then, RNA from suspended lysate was purified and eluted in water using a kit (Zymo Research, Irvine, CA, USA; RNA Clean & Concentrator R1018). RNA-seq libraries, constructed with a TruSeq Stranded mRNA Library Prep kit with Unique Dual Index Primers (Illumina, San Diego, CA, USA), were sequenced on an Illumina NovaSeq instrument using the 2 × 50 bp protocol, at approximately 25 million reads per sample depth. Reads were aligned to mm10 or hg38 using BWA-MEM (version 0.7.10-r789) [23]. FeatureCount (version 1.6.3) generated count matrices and DESeq2 3.11 generated a differential expression analysis [24,25]. Differentially expressed genes with a false-discovery rate of <0.05 were regarded as statistically significant. The regularized log (rlog) counts were used for visualization by heatmap.

For comparative transcriptomics, we collected data from 5 human CCS tumors, 5 human skeletal muscle samples, 10 human MRT (malignant rhabdoid tumor) samples, 4 mouse CCS tumors, and 3 mouse skeletal muscle samples [26]. Rlog values were generated with DESeq2 [25]. The batch effect was removed by ComBat_seq between batches of experiments [27]. There are 10,772 genes with homologues between a mouse and human in the merged dataset. The PCA was performed on the top 10,000 most variable genes, and the PCA plot depicted PC1 and PC2. Significant, differentially expressed genes were identified with the cut-offs of an adjusted *p*-value of less than 0.05 in all 3 datasets and an absolute log_2_(fold change) value of greater than 1 in mCCS and hCCS datasets. A KEGG pathway enrichment analysis was performed using Enrichr [28].

### 2.6. ChIP-Sequencing of Mouse Model Tumors

Mouse model tumors were dissected, snap-frozen, and powderized using a cryogenic freezer mill. Frozen tumor powder was suspended in 1% formaldehyde in PBS for cross-linking followed by the addition of glycine to a final concentration of 125 mM. Nuclei were isolated by suspending and douncing in a cell lysis buffer containing 10 mM Tris-HCl (pH 8.0), 0.5% NP-40, and 10 mM NaCl. Nuclear pellets were lysed using a nuclear lysis buffer containing 1% SDS, 50 mM Tris-HCl (pH 8.0), 10 mM EDTA, and 100 mM NaCl. Nuclear lysates were sonicated using a 4 °C water bath sonicator (Diagenode Bioruptor Pico) for 8 cycles of 30 s on and 30 s off. Sonicated chromatin was incubated with 5 µg of a primary antibody overnight with rotation at 4 °C (5 samples with Bethyl A190-120A anti-V5, 5 samples with Abcam ab5131 (Abcam, Cambridge, UK) anti-RNAPOL2, or 4 samples with Abcam ab4279 anti-H3K27ac). Samples were then incubated with 100 µL DynaBeads for 4.5 h with rotation at 4 °C. Conjugated DynaBeads were eluted using a buffer containing 1% SDS, 10 mM Tris-HCl (pH 8.0), 5 mM EDTA, and 150 mM NaCl and by incubating at 65 °C for 9 h. Immunoprecipitated DNA was purified and eluted in water using a kit (Zymo Research DNA Clean & Concentrator D4034).

### 2.7. ChIP-Sequencing of Human CCS Cell Lines

Anti-EWSR1 and anti-ATF1 ChIP-seq was performed on SU-CCS-1 and DTC-1 cell lines and processed as reported by Möller et al. [29]. An intersectional analysis was performed by doing iterations of the bedtools intersect on processed bed files [30]. The cell pellet (approximately 5 million cells) was prepared for ChIP-seq as described for mouse model tumors other than the initial processing with a freezer mill. Chromatin immunoprecipitation was performed using 5 µg of an anti-H3K27ac antibody (Abcam ab4729) overnight at 4 °C.

### 2.8. ChIP-Sequencing Analysis

Libraries constructed with a NEBNext ChIP-seq Library Prep kit with Unique Dual Index Primers (New England Biolabs, Ipswich, MA, USA) were sequenced on an Illumina NovaSeq, using the 2 × 50 bp protocol to approximately 30 million reads per sample depth. ChIP-seq reads were aligned to the mm10 or hg38 using BWA-MEM (version 0.7.10-r789) [23]. MACS2 version 2.2.6 called peaks with the parameters “callpeak-B–SPMR–*p* value = 1 × 10^−10^–mfold 15 100” using ChIP input as the background [31]. MACS normalized bedgraphs, which were converted to bigwig files. The –broad option in MACS2 was used for anti-H3K27ac ChIP-seq. Peaks were filtered to remove ENCODE denylisted region peaks [32]. Samtools rmdup removed duplicate reads [33]. Multiple replicates were merged into bigwig enrichment files in an average manner, then normalized for read depth. The ChIPseeker annotatePeak tool with “tssRegion” set to “c(−3000, 3000)” calculated genomic distributions [34]. Heatmaps and profile plots of ChIP-seq enrichment associated with genomic regions were generated with plotHeatmap after calculating scores per genome region and an intermediate file was prepared with computeMatrix of deepTools 3.3.2 [35]. The profile plots of peak distribution and intersection between ChIP-seq datasets were generated using ChIPpeakAnno version 3.22.0 [36]. Genomic tracks depicting ChIP-seq and RNA-seq enrichments (reads per million) were captured using IGV version 2.4.14.

EA1 binding sites were ascribed relative to their nearest two genes within 500 kb upstream or downstream, annotated in mm10 or hg38, using GREAT [37]. Identification of recurrent motifs in EA1 binding sites was accomplished using MEME with the parameter “any number of repeats” [38]. We developed an algorithm to measure the frequency of repeated TGA or the reverse complement TCA in EA1 binding sites. The algorithm scanned the DNA sequence with a window of 3 base pairs (bp) of length and step of 1 bp, searching for the pattern TGA or TCA. The algorithm allowed for a 5 bp gap tolerance and a threshold of 4 occurrences. When the gap between two patterns was more than 5 bp, the algorithm started over. When the accumulating occurrence of the pattern is greater than the threshold of 4, the algorithm will record the event as one repeating sequence.

From the anti-H3K27ac ChIP-seq data, super enhancers were called by ROSE (Rank Ordering of Super Enhancers) [39,40]. Briefly, peaks were called by MACS2; then, peaks within 12.5 kb were stitched together into larger regions. The SE signal of each of these regions is determined by the total reads normalized by the input. Syntenic SEs were identified by using the UCSC LiftOver tool. Mouse SEs were translated to hg38 loci then compared to human SEs, and human SEs were translated to mm10 loci then compared to mouse SEs. Anti-H3K27ac HiChIP-seq was performed on the SU-CCS-1 human cell line and analyzed as reported by Möller et al. [29].

For additional graphical representations, we utilized R programming throughout this study. The bespoke algorithm developed for motif scanning was made publicly accessible via our GitHub repository: GitHub Link. Given that the method is a specialized solution rather than a full-fledged package, it has been shared within an existing repository rather than establishing a separate one.

### 2.9. Tumor Processing for Histology

Tumor samples were fixed in 4% formaldehyde, dehydrated in serial ethanol solutions to xylene, then embedded in paraffin. Additionally, 4 μm sections were cut with a microtome and mounted on slides. Slides were deparaffinized with xylene, rehydrated with serial ethanol, and stained with hematoxylin and eosin for light microscopy viewing.

## 3. Results

### 3.1. Conditional Expression of V5-Tagged EWSR1::ATF1 (EA1) Drives Tumorigenesis, Which Recapitulates the Human CCS Transcriptome

A V5 tag was added to the complementary DNA (cDNA) for the *EA1* coding sequence, then inserted by homologous recombination into the *Rosa26* locus, a modestly expressed mouse pseudogene. It was separated from the *Rosa26* promoter by a *loxP*-flanked stop cassette, which would be removed upon exposure to the Cre-recombinase enzyme. The cDNA was followed by enhanced green fluorescent protein on an internal ribosomal entry site for tandem marker expression with the fusion (Figure 1A). Mouse tumors were palpable within 1 month of induction with 100% penetrance, and growth rates were comparable between mouse model tumors expressing V5-tagged or the previously validated, untagged EA1 (Figure 1B). Expression of *EA1* initiated by TATCre protein injection into limbs of 4-week-old mice generated tumors that were indistinguishable from prior tumors generated with this technique with an untagged fusion (Figure 1C,D). These observations offered confidence that introduction of the tag had not altered the tumorigenesis program driven by EA1. Protein-level expression of V5-tagged EA1 (approximately 80 kDa) was verified by anti-V5 immunoprecipitation followed by an anti-V5 immunoblot. An anti-EWSR1 immunoblot identified the tagged fusion V5-EA1 as well as the full-length endogenous EWSR1 at approximately 95 kDa (Figure 1E).

To test the transcriptome generated in these tumors against the human CCS transcriptome, we performed bulk RNA-sequencing (RNA-seq) on four mouse model tumors and five human CCS frozen samples. Sequencing results were compared to RNA-seq results from three mouse skeletal muscle samples and five human skeletal muscle samples, respectively. Although muscle is not considered to be a specific cell of origin for CCS, it is the typical host tissue for most human CCS tumors and is readily available from both species, making it a reasonable comparison tissue for controls. The principal component analysis (PCA) showed distinct clustering between CCS and muscle. However, PCA showed unique clusters of gene expression profiles between CCS contexts, suggesting species-specific signatures (Figure 1F).

MRT was recapitulated in genetically engineered mice in which recombinase induced genetic loss of *Smarcb1*, the consistent genetic alteration known to initiate the malignancy [41,42]. RNA-seq followed by a parallel PCA analysis was performed on mouse MRTs and human MRT samples. These MRT sample groups clustered together individually and clustered adjacent to one another, supporting the idea that mouse modeling recapitulates transcription signatures across these relatively simple genome cancers (Figure 1F).

### 3.2. Transcriptomic Analysis of Mouse and Human CCS Identified Shared Differentially Expressed Genes Involved in Proliferation

The RNA-seq analysis revealed differentially expressed genes (DEGs) in the mouse and human CCS tumors compared to normal skeletal muscle of their respective species. A total of 4444 upregulated genes (log_2_ transformed fold-change > 1, adjusted *p*-value < 0.05) and 3630 downregulated genes (log_2_FC < −1, padj < 0.05) were identified in mouse CCS tumors (Figure 2A). A total of 4754 upregulated genes (log_2_FC > 1, padj < 0.05) and 3847 downregulated genes (log_2_FC < −1, padj < 0.05) were identified in human CCS tumors (Figure 2B). A total of 1378 upregulated genes and 1085 downregulated genes were shared between mouse and human CCS tumors.

In the human SU-CCS-1 cell line, RNAi knockdown of *EA1* followed by a gene expression analysis demonstrated other functionally relevant DEGs. 

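SU-CCS-1 is an established clear cell sarcoma cell line that carries the EWSR1::ATF1 fusion. Its cells were transfected for 48 h with 5 pmol of a negative control siRNA or of an siRNA against EA1, and polyadenylated RNA was sequenced. The methods name 1 siRNA against EA1 and Fig. 2D shows 2 control and 2 knockdown libraries, whereas the sample labels list 2 different EA1 siRNAs, called EA1 siRNA 1 and EA1 siRNA 2 here, each with 2 libraries beside 2 control libraries. The authors aligned the reads to hg38 with BWA-MEM, counted them per gene with featureCounts and deposited the counts of 18118 genes without normalization. The annotation and the use of strand in the counting are not named in the paper's text, so reads of genes that overlap on opposite strands, and reads shared between close paralogs, remain uncertain. The counts summed to 6666976 and 7599305 in the control libraries, 6916302 and 6072151 with EA1 siRNA 1, and 5942808 and 7115758 with EA1 siRNA 2. The paper states approximately 25 M sequenced reads per sample; every value here rests on the counted reads. At these totals the smallest level that could be told from 0, taken as 3 counts, lies between 0.395 and 0.505 CPM (counts scaled to the library total), and this floor covers counting error only. From these counts, the 14571 genes that passed edgeR's filter on low counts were normalized by the TMM method and tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all 6 libraries as 3 conditions. As in the paper, a positive log2FC stands for higher expression in control than in knockdown. Standard errors were taken from the test's F statistic. Replicates of a condition correlated across genes at 0.982 for control, 0.983 for EA1 siRNA 1 and 0.977 for EA1 siRNA 2 on the log2 scale, and genes are not independent replicates. The first principal component held 69.0% of the variance and separated both control libraries from all 4 knockdown libraries. Deviations of same-numbered replicates from their condition's mean correlated at 0.130 between control and EA1 siRNA 1, 0.199 between control and EA1 siRNA 2, and 0.144 between both EA1 siRNAs, so results with the replicate number as a block are given beside those without it.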

Contrasted to the analyses performed above, this analysis identified DEGs as a result of alterations in *EA1* expression, rather than differentially associated with either the tumor or muscle cell state. 

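Counts on EWSR1 and ATF1 include reads of the fusion and of the unrearranged genes, so they do not show how far the fusion itself fell. ATF1 (ENSG00000123268, chromosome 12 from 50763710 to 50821162 of hg38) had counts of 549 and 680 in the control libraries, 149 and 123 with EA1 siRNA 1, and 122 and 159 with EA1 siRNA 2. Its normalized CPM were 84.8 ± 3.72 (SD, n = 2) in control, 20.7 ± 0.66 (SD, n = 2) with EA1 siRNA 1 and 22 ± 0.427 (SD, n = 2) with EA1 siRNA 2. Its log2FC was 2.03 (standard error 0.13) for EA1 siRNA 1, with an adjusted p of 6.70e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For EA1 siRNA 2 the log2FC was 1.94 (standard error 0.13), with an adjusted p of 1.05e-06 from the same edgeR test. With the replicate block, the ATF1 log2FC averaged over both EA1 siRNAs was 1.99, against 1.99 without it. The decrease did not differ detectably between the EA1 siRNAs (adjusted p = 0.817, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment of their difference). EWSR1 (ENSG00000182944, chromosome 22 from 29268009 to 29300525) stood at 216 ± 25.2 CPM (SD, n = 2) in control, 199 ± 5.53 with EA1 siRNA 1 and 209 ± 16.1 with EA1 siRNA 2 (SD, n = 2 each). No change in EWSR1 was detectable, with adjusted p values of 0.45 for EA1 siRNA 1 and 0.789 for EA1 siRNA 2 from the same edgeR test.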

A total of 2451 activated genes (log_2_FC > 0, padj < 0.05) and 2160 repressed genes (log_2_FC < 0, padj < 0.05) were identified with the differential expression analysis comparing RNAi control to RNAi knockdown of *EA1* (Figure 2C).

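Comparing control with EA1 siRNA 1, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 2952 activated and 2898 repressed genes at an adjusted p under 0.05, of 14571 genes tested. DESeq2 over the same 6 libraries called 2451 activated and 2160 repressed genes for EA1 siRNA 1, the numbers stated in the paper, and for this reason EA1 siRNA 1 is taken as the paper's knockdown. DESeq2 on only the 4 libraries compared gave 2509 and 2116. On that reading the EA1 siRNA 2 libraries entered the fit and were left out of the paper's contrast, and the paper's text gives no reason. For EA1 siRNA 2, the edgeR test called 2650 activated and 2702 repressed genes, and DESeq2 2066 and 2084. With both EA1 siRNAs averaged, edgeR called 3213 activated and 3131 repressed genes. With the replicate number as a block, 3264 activated and 3220 repressed genes were called for EA1 siRNA 1, 2946 and 2990 for EA1 siRNA 2, and 3493 and 3434 for the average. Of the 2952 genes activated with EA1 siRNA 1, 2201 (74.6%) were also called activated with EA1 siRNA 2, and 2899 (98.2%) had the same direction. Of the 2898 repressed genes, 2157 (74.4%) were also called repressed and 2856 (98.6%) had the same direction. Across genes, which are not independent replicates, the log2FC values of the EA1 siRNAs had a Pearson r of 0.899. Both contrasts share the control libraries, which alone makes their log2FC values correlate and share a direction to some extent. The overlap, the shared direction and r therefore overstate how far the EA1 siRNAs match. A test of the difference between the EA1 siRNAs called 326 genes, 116 of them higher and 210 lower with EA1 siRNA 1, and 853 with the replicate block. Among the alternatives tried, DESeq2 on only the 4 libraries compared moved the calls of EA1 siRNA 2 most, to 1782 repressed genes. From the comparison of control with knockdown, the paper reasons that these genes respond to EA1 itself rather than to the tumor or muscle cell state.

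**Figure D1:**
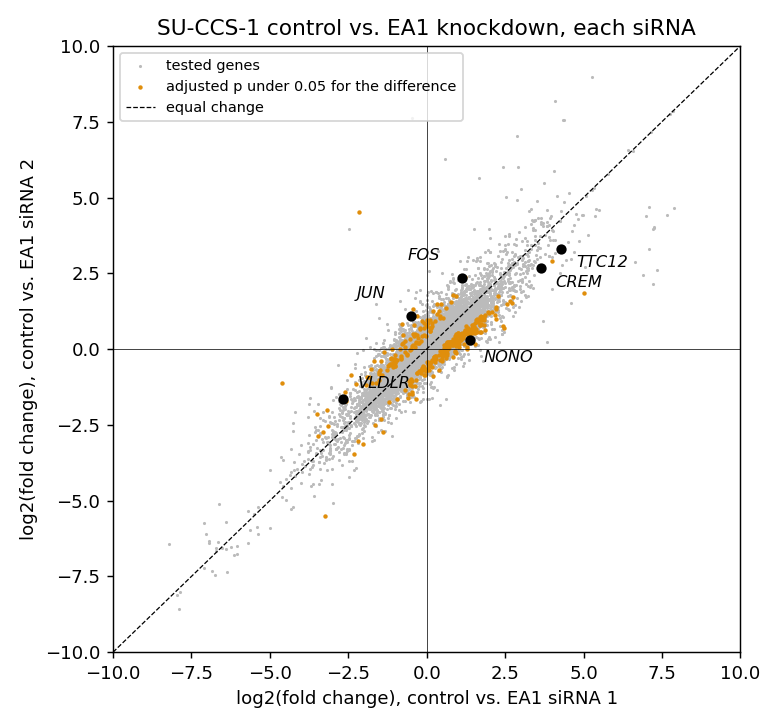
Each point is a gene of SU-CCS-1, placed by its log2(fold change) of control against EA1 siRNA 1 (x axis) and against EA1 siRNA 2 (y axis), with the line of equal change dashed and genes that differed between the EA1 siRNAs in orange. Most genes lie along the line, with a Pearson r of 0.899 across genes, and CREM, FOS, NONO, VLDLR, TTC12 and JUN are marked as genes that differed. Both axes share the control libraries, which raises r.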

The shared intersection of all three datasets constitutes a comprehensive list of DEGs that may be critical in CCS initiation or progression. A total of 2253 upregulated genes and 1655 downregulated genes were identified across two or more CCS datasets (Figure 2D). A total of 432 upregulated genes and 194 downregulated genes were shared across all three CCS datasets. Interesting upregulated genes shared across all datasets included *CREM*, *FOS*, *JUNB*, *NONO*, *RUNX1*, and *RUNX2*. 

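In SU-CCS-1, all 6 genes were higher in control than with EA1 siRNA 1, each at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CREM changed most among them together with RUNX2. CREM had a log2FC of 3.64 (standard error 0.13) with EA1 siRNA 1 and 2.66 (standard error 0.12) with EA1 siRNA 2. For RUNX2 (ENSG00000124813, chromosome 6 from 45328157 to 45664349 of hg38) the log2FC was 3.49 (standard error 0.14) with EA1 siRNA 1 and 3.09 (standard error 0.13) with EA1 siRNA 2. RUNX1 had a log2FC of 0.77 (standard error 0.12) with EA1 siRNA 1 and 1.00 (standard error 0.12) with EA1 siRNA 2. FOS (ENSG00000170345, chromosome 14 from 75278826 to 75282230) fell less with EA1 siRNA 1, at a log2FC of 1.13 (standard error 0.14), than with EA1 siRNA 2, at 2.33 (standard error 0.16), and the difference had an adjusted p of 0.00478 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. JUNB had a log2FC of 0.79 (standard error 0.15) with EA1 siRNA 1 and 1.44 (standard error 0.16) with EA1 siRNA 2, a difference with an adjusted p of 0.0662 without and 0.0299 with the replicate block in the same edgeR test. NONO (ENSG00000147140, chromosome X from 71254814 to 71301522) was at 743 ± 20.7 CPM (SD, n = 2) in control, 288 ± 41.5 with EA1 siRNA 1 and 610 ± 17 with EA1 siRNA 2. Its log2FC was 1.37 (standard error 0.12) with EA1 siRNA 1, with an adjusted p of 5.17e-06 from the edgeR test. With EA1 siRNA 2 it was 0.29 (standard error 0.12), with an adjusted p of 0.073, so NONO was not called activated there without the replicate block. With the block its log2FC was 0.29 (standard error 0.10) and it was called, at an adjusted p of 0.0302 in the same edgeR test. The difference between the EA1 siRNAs for NONO had an adjusted p of 0.00135 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Averaged over both EA1 siRNAs, the NONO log2FC was 0.83 both without and with the replicate block, and each of the 57 named genes kept its averaged direction and its side of the threshold with the block.

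**Figure D2:**
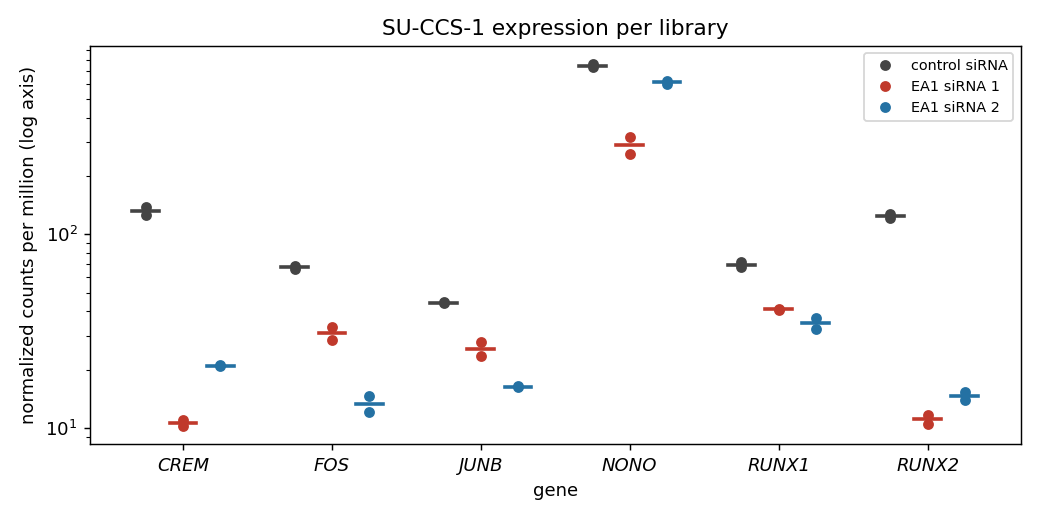
Normalized CPM on a log axis for 6 genes in each of the 6 SU-CCS-1 libraries, with points for libraries and bars for the mean of each condition. The EA1 siRNA 2 libraries of NONO, with a mean of 610, lie between the control mean of 743 and the EA1 siRNA 1 mean of 288.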

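In the SU-CCS-1 part of these data, lists of genes for 3 processes, written from general knowledge rather than taken from KEGG, were tested with limma's camera on the same counts. Of the 122 genes listed for the cell cycle, 116 were tested. Their median log2FC was 0.39 with EA1 siRNA 1 and 0.37 with EA1 siRNA 2, with camera adjusted p values of 2.69e-09 and 6.74e-06. All 35 listed DNA replication genes were tested, and their median log2FC was 1.49 with EA1 siRNA 1 and 0.87 with EA1 siRNA 2 (camera adjusted p = 8.82e-16 and 3.95e-10). Of these 35 genes, 30 were called activated with EA1 siRNA 1 and 27 with EA1 siRNA 2. The 40 homologous recombination genes had a median log2FC of 0.94 and 0.62 with the respective EA1 siRNAs (camera adjusted p = 8.32e-08 and 2.44e-05). With both EA1 siRNAs averaged, the camera adjusted p was 6.56e-08 for the cell cycle and 8.25e-14 for DNA replication without the replicate block, and 3.07e-08 and 1.46e-14 with it. For homologous recombination the camera adjusted p was 5.80e-07 without the block and 3.17e-07 with it. The correlation between genes of a list was also estimated from the 6 libraries in place of the preset 0.01. The averaged camera adjusted p was then 0.275 for each of the cell cycle, DNA replication and homologous recombination lists. These equal values come from the Benjamini-Hochberg adjustment and do not mean equal evidence. The estimate rests on 2 libraries per condition, so the lost calls do not decide whether these lists changed. A further list, p53 signaling, had 60 of 67 genes tested. Its median log2FC was 0.30 with EA1 siRNA 1 and 0.08 with EA1 siRNA 2, and it was not called (camera adjusted p = 0.151 and 0.551). Averaged over both EA1 siRNAs, its camera adjusted p was 0.246 without and 0.202 with the replicate block.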

Upregulated genes were significantly enriched for pathways involved in cell cycle and DNA replication (Figure 2E). These pathways suggest that EA1 activates proliferation. Downregulated genes were significantly enriched for pathways involved in insulin signaling, oxidative phosphorylation, the TCA cycle, and PPAR signaling (Figure 2F). 

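The corresponding lists for 4 metabolic processes were tested in SU-CCS-1 in the same way. The insulin signaling list, with 91 of 102 genes tested, had a median log2FC of -0.08 with EA1 siRNA 1 and -0.12 with EA1 siRNA 2 and was not detectably shifted (camera adjusted p = 0.25 and 0.248). Oxidative phosphorylation, with 81 of 82 genes tested, had a median log2FC of -0.19 and -0.36 (camera adjusted p = 0.0479 and 5.82e-04), with higher expression after knockdown. After a GC correction its camera adjusted p with EA1 siRNA 1 was 0.0618 without and 0.0487 with the replicate block. The 29 TCA cycle genes had a median log2FC of -0.20 with EA1 siRNA 1 and -0.44 with EA1 siRNA 2, and passed the threshold with EA1 siRNA 2 alone (camera adjusted p = 0.185 and 0.00262). Only 40 of the 73 listed PPAR signaling genes were tested, and the list was not called with either EA1 siRNA (camera adjusted p = 0.0622 and 0.219). With both EA1 siRNAs averaged, the camera adjusted p of oxidative phosphorylation was 0.00433 without and 0.00276 with the replicate block, and that of the TCA cycle 0.0351 and 0.0358. With the block, insulin and PPAR signaling had 0.258 and 0.158 by camera. The estimated correlation between genes raised the camera adjusted p of oxidative phosphorylation and the TCA cycle to 0.612 and 0.571.

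**Figure D3:**
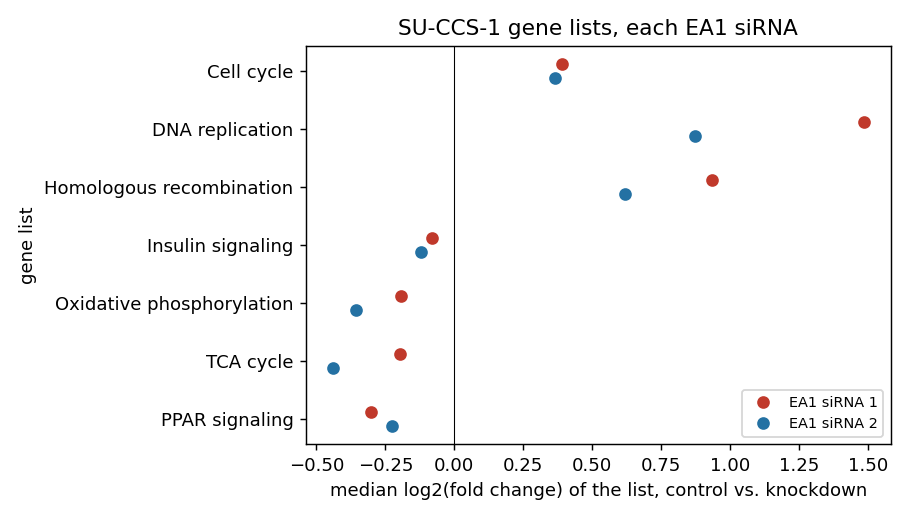
Median log2(fold change) of control against knockdown (x axis) of 7 gene lists in SU-CCS-1 (y axis), with a point for each EA1 siRNA. The DNA replication list has the highest medians, 1.49 and 0.87, and the 4 metabolic lists lie below 0.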

The downregulation of canonical metabolic pathways suggests repressed genes may play a role in switching from a normal cellular metabolism to oncometabolism [43].

### 3.3. Genomic Binding of EWSR1::ATF1 Shows Predilection of Distal Regions and Correlation with RNAPOL2 and H3K27ac Signatures

The EA1 fusion oncoprotein is assumed to function as a reprogramming transcription factor because it retains the nuclear localization signal and the DNA-binding domain from ATF1. However, the genomic binding pattern of EA1 is largely unknown. We first tested the hypothesis that EA1 binds similarly to wildtype ATF1. Chromatin immunoprecipitation followed by next-generation sequencing (ChIP-seq) identified genomic loci that are bound by EA1. Using the TATCre-inducible V5-tagged *EA1* mouse model, anti-V5 ChIP precipitated EA1-bound loci for sequencing (*n* = 5). A total of 21,237 EA1 binding sites were identified across the mouse genome. The genomic distribution of EA1 ChIP-seq peaks revealed that the fusion oncoprotein binds promoter regions within +/− 3 kb of a gene’s transcription start site (34.7%), intragenic regions (36.5%), and intergenic regions (28.8%) (Figure 3A).

EA1 binding was previously identified in human CCS cell lines, SU-CCS-1 and DTC1, as mentioned above, using the intersectional analysis of ChIP-seq for either terminus of the fusion oncoprotein [29]. A total of 2314 consensus binding sites were identified by performing the intersectional analysis of these anti-ATF1 and anti-EWSR1 ChIP-seq datasets from both cell lines that were made publicly available. The substantially smaller number of binding sites identified may be due to the difficulty of performing ChIP using an antibody for EWSR1. The fraction of promoter-associated binding sites (18.0%) in the human context was particularly less than the fraction identified in mouse model tumors (34.7%) (Figure 3B). To account for the threshold stringency artifact, the analysis of mouse tumor binding sites was performed on the 2314 most significantly enriched binding sites. Genomic distribution of these high-stringency binding sites was comparable to the analysis of all 21,237 binding sites, suggesting EA1 can strongly bind at promoter, intragenic, or intergenic regions in mCCS (Figure 3C).

ATF/CREB factors regulate target genes directly by binding promoter regions [44]. A total of 7370 (34.7%) EA1 binding sites demarcated promoters of genes that may be directly regulated by fusion protein binding similar to wildtype ATF/CREB factor binding. Previously published ChIP-seq of wildtype ATF1 in the HepG2 hepatocellular carcinoma cell line identified 69.2% of 8863 ATF1 binding sites in promoters (Figure 3D) [45]. A significantly smaller fraction of promoter binding for EA1 supports the idea that the fused portion of EWSR1 confers the capacity to distribute to intragenic and intergenic (distal) regions more avidly than the native ATF1 alone.

EA1 binding sites in mCCS were ascribed to the gene with the nearest transcription start site (TSS) and were represented by a significance score (Figure 3E, left) and by a count (Figure 3E, right). Promoter-associated binding sites (+/−3 kb of TSS) included binding sites that directly overlapped the TSS, represented at the *y*-axis value of 0. The most significantly enriched promoter-associated binding site directly overlapped the TSS of one isoform of *Crem*. 

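In SU-CCS-1, the human gene CREM (ENSG00000095794, chromosome 10 from 35126791 to 35212958 of hg38) had normalized CPM of 132 ± 9.36 (SD, n = 2) in control, 10.6 ± 0.523 (SD, n = 2) with EA1 siRNA 1 and 21 ± 0.062 (SD, n = 2) with EA1 siRNA 2. The adjusted p of the decrease was 7.95e-08 with EA1 siRNA 1 and 1.91e-07 with EA1 siRNA 2 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 6.25e-10 and 1.91e-09 with the replicate block. CREM is a paralog of ATF1 and CREB1, and how reads shared between them were counted is not stated.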

*Crem* was significantly upregulated in all three RNA-seq datasets (padj < 0.03). CREM is also a member of the ATF/CREB family of transcription factors and the EWSR1::CREM fusion has been reported in a few cases of CCS [8,46].

ChIP-seq experiments using antibodies for H3K27ac (*n* = 4) and phosphorylated RNA polymerase II (RNAPOL2) (*n* = 5) were performed in parallel to EA1. The distribution of these factors, whose presence indicates actively transcribed regions and enhancers, overlapped with EA1 binding (*n* = 10,283) (Figure 3F). Enrichment heatmaps representing the fractions of binding sites shared between the three datasets showed substantial correlation between ChIP-seq enrichments across loci, even when binding at some loci did not meet the threshold to be called as peaks (Figure 3G). H3K27ac enrichment showed enhancer-like distributions in clusters #1, #3, and #5, where EA1 occupied the center of these loci, flanked by adjacent/surrounding H3K27ac enrichment. Cluster #1 demonstrated strongly enriched, distal EA1 peaks with flanking H3K27ac enrichment and weaker RNAPOL2 enrichment, versus reduced EA1 enrichment that coincided with high RNAPOL2 enrichment and promoter-type single peak enrichment for H3K27ac.

### 3.4. EWSR1::ATF1 Binds the Canonical ATF/CREB Motif at Promoters and Novel Variant Motifs at Distal Regions

We hypothesized that EA1 binds at wildtype ATF1 binding sites and, more specifically, at the canonical ATF/CREB binding motif because the fusion protein retains the ATF1 bZIP DNA-binding domain. Wildtype ATF/CREB factors are known to dimerize at the palindromic, 8-base-pair motif (TGACGTCA) [47]. The analysis of recurrent motifs in the EA1 ChIP-seq dataset demonstrated high occurrence of this expected ATF/CREB motif (Figure 4A). The interior (CG) of the canonical motif appeared to be flexible, with frequent occurrences of motifs such as TGACATCA as well. Another recurrent motif across EA1 binding sites matched a known AP1 motif (TGAGTCA). AP1 is a transcription factor heterodimer with JUN and FOS proteins bound typically to distal enhancer regions [48,49]. Lastly, a repetitive sequence composed of TGA repeats was identified as a recurrent motif that may represent novel binding sites for EA1.

Approximately 50% of binding sites that contain the canonical ATF/CREB motif were promoter-associated binding sites, compared to only about 20% of binding sites that contain variant motifs, TGANNTCA or TGAGTCA (Figure 4B).

A motif analysis of EA1 ChIP-seq in human CCS cell lines also revealed high occurrences of the canonical ATF/CREB motif (Figure 4C). The fifth base pair of the motif appeared indiscriminate, corroborating flexibility of the center of the motif observed in mCCS EA1 binding sites. TGA repeats were also identified as a recurrent sequence motif in the human EA1 binding sites. The AP1 motif (TGAGTCA) was not identified as a significant, recurrent motif.

In Ewing sarcoma, the EWSR1::FLI1 fusion oncoprotein binds GGAA repeats in microsatellite regions to generate novel enhancers [50]. These EWSR1::FLI1-bound microsatellites contain between 15 and 25 GGAA repeats, suggesting multiple EWSR1::FLI1 proteins may co-bind in multi-valent fashion at each microsatellite [51]. For EA1, we identified strings of 3-base-pair repeats at the center of binding sites that are primarily distal in mouse and human contexts of CCS (Figure 4D). These strings of TGA repeats represent a novel motif at enhancers that wildtype ATF1 does not bind. They may also suggest that EWSR1 is contributing a multi-valent binding capacity to the EA1 fusion oncoprotein, similar to its role in Ewing sarcoma [19].

Similar to Figure 3G, enrichment of EA1, RNAPOL2, and H3K27ac was correlated when clustered by the motif within the EA1 binding sites (Figure 4E). In cluster #1, EA1 binding sites that contained the canonical TGACGTCA motif associated with a uniform distribution of H3K27ac enrichment and were more likely to be promoter-associated. In clusters #2, #3, and #4, EA1 binding sites contained novel variant motifs, were relatively stronger in enrichment, were associated with enhancer-pattern/flanking H3K27ac enrichment, and were more likely to be distal.

In mCCS, the 12th strongest EA1 binding site (out of 21,237) was located approximately 10 kb downstream of *Fam43a* and contained four strings of TGA repeats at its central 100 base pairs (Figure 4F). *Fam43a* is significantly upregulated in all three RNA-seq datasets, suggesting that EA1 may transcriptionally activate the gene from this nearby regulatory region. 

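In SU-CCS-1, the human gene FAM43A (ENSG00000185112, chromosome 3 from 194685883 to 194689037 of hg38) had normalized CPM of 59.4 ± 0.303 (SD, n = 2) in control, 2.88 ± 1.05 with EA1 siRNA 1 and 1.96 ± 1 with EA1 siRNA 2. Its log2FC was 4.38 (standard error 0.26) with EA1 siRNA 1 and 4.86 (standard error 0.28) with EA1 siRNA 2, with adjusted p values of 4.86e-07 and 4.81e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2FC averaged over both was 4.62, and 4.63 with the replicate block.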

In human CCS cell lines, the 39th strongest EA1 binding site (out of 2314) was located approximately 5 kb downstream of *TCEAL8* and contained a string of twelve TGA repeats (Figure 4G). *TCEAL8* is also significantly expressed in all three RNA-seq datasets. 

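TCEAL8 (ENSG00000180964) lies on the minus strand of chromosome X of hg38 from 103252995 to 103255192. The string of TGA repeats drawn in Fig. 4G was found by its flanking sequence from 103249981 to 103250016, with 12 TGA units over 36 bases, in the reference sequence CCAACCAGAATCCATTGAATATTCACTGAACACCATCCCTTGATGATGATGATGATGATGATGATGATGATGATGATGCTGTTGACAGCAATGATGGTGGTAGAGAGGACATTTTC, which includes 40 bases on each side. No gene of GENCODE release 44 overlaps the repeat. It begins 2978 bases beyond the 3′ end of TCEAL8 and 5176 bases from its annotated transcription start. In SU-CCS-1, TCEAL8 had normalized CPM of 342 ± 36.2 (SD, n = 2) in control, 121 ± 19.3 with EA1 siRNA 1 and 159 ± 7.88 with EA1 siRNA 2. The log2FC was 1.50 (standard error 0.13) with EA1 siRNA 1 and 1.11 (standard error 0.13) with EA1 siRNA 2, with adjusted p values of 4.77e-06 and 4.57e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Their difference had an adjusted p of 0.146 without and 0.0286 with the replicate block in the same edgeR test.

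**Figure D4:**
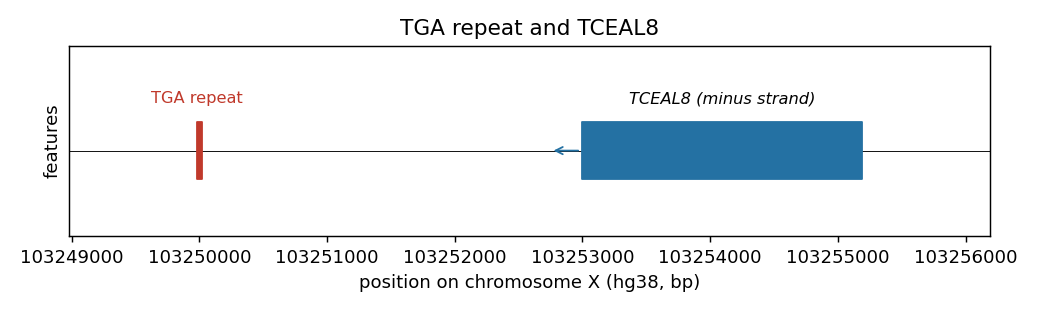
Map of chromosome X of hg38 (x axis, position in bp) with the TGA repeat in red and TCEAL8 in blue, drawn to scale, and an arrow for the direction of transcription. The repeat, from 103249981 to 103250016, lies beyond the 3′ end of TCEAL8 at 103252995.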

Both peaks contain TGA repeats, are bound strongly by EA1, and represent enhancer regions adjacent to transactivated DEGs.

### 3.5. Promoter-Associated EA1 Binding Sites Promoted Transcription of Target Genes

To investigate if EA1 is an activating or repressing transcription factor, combinatorial analyses of ChIP-seq and RNA-seq data identified DEGs that are targets of EA1 across mouse and human contexts of CCS. In mCCS, substantial overlap was observed between promoter-associated EA1, RNAPOL2, and H3K27ac signatures, indicating transcriptional activation of these genes (Figure 5A). Strong correlation was observed between EA1, H3K27ac, and RNAPOL2 enrichment centered at all TSSs (Figure 5B).

EA1 binding sites that occur within a gene’s promoter may directly regulate transcription of that target gene. A comparative analysis can be performed on DEGs identified in Figure 2. In total, 188/432 (44%) upregulated genes have EA1 binding in their promoter regions in the mouse model tumors (Figure 5C). In total, 68/194 (35%) downregulated genes have EA1 promoter binding. These data indicate that EA1 can associate with upregulated or downregulated direct target genes. Similar fractions were observed for DEGs shared in any two of the RNA-seq datasets. Much smaller fractions of DEGs contained EA1 promoter binding in the human cell line data (28/432 upregulated genes and 1/194 downregulated genes) due to the identification of only 2314 binding sites (Figure 3B).

A total of 7370 EA1 binding sites occurred at the promoter regions of 5977 unique genes, which were more likely to be transcriptionally activated than repressed. In the mCCS RNA-seq dataset, 1002 of these target genes were significantly upregulated (log_2_FC > 2, padj < 0.05) and 723 target genes were downregulated (log_2_FC < −2, padj < 0.05). Furthermore, promoter-associated EA1 binding sites at upregulated genes were significantly more enriched (average score of 387.0; >1 log_2_FC) than EA1 enrichment at unregulated genes (average score of 272.4; log_2_FC between 1 and −1) or downregulated genes (average score of 213.1; <−1 log_2_FC) (Figure 5D). These observations support that EA1 binds more strongly at upregulated target genes and functions more likely as a transcriptional activator than as a repressor.

To analyze the transcriptional activity of EA1 in human CCS, 416 EA1 binding sites in the human cell lines bound to the promoter regions of 344 unique genes. Again, these genes were more likely to be transcriptionally active. From the SU-CCS-1 RNA-seq dataset evaluating *EA1* knockdown, 81/344 (23.5%) genes that contain promoter-associated EA1 had log_2_FC values greater than 1, compared to 8/344 (2.3%) that had log_2_FC values less than −1. 

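Among all 14571 genes tested in SU-CCS-1, without regard to EA1 binding, 1549 (10.6%) had a log2FC above 1 and 1541 (10.6%) a log2FC below -1 with EA1 siRNA 1. With EA1 siRNA 2, 1350 (9.26%) were above 1 and 1396 (9.58%) below -1, and with both averaged 1408 (9.66%) and 1409 (9.67%), or 1404 and 1409 with the replicate block. These counts carry no p-value threshold and depend on the filter on low counts: without it, 2315 genes were above 1 and 2186 below -1 for the average. With DESeq2's shrunken fold changes for EA1 siRNA 1, an alternative added after the data were seen, 1262 of 18118 genes (6.97%) were above 1 and 1027 (5.67%) below -1. After TMM normalization the median log2FC of all genes was -0.013 for the average. A shift common to all genes is removed by normalization and would not show in these counts. The list of promoter-bound genes was not used here.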

More investigation is needed to determine if the promoters of transcriptionally inactive genes may be functioning as enhancers that loop to other promoters (termed E-promoters) [52].

In mCCS, the third strongest EA1 binding site (out of 21,237) occurred at the promoter of *Crem* (Figure 5E). *Crem* expression was most significant at the furthest downstream exons, suggesting that there may be an alternative promoter and a unique isoform as seen in human germ cells [53]. In human CCS cell lines, EA1 binding occurred at the promoter of *NFIL3* (Figure 5F). Human *CREM* and mouse *Nfil3* also contained promoter-associated EA1 binding, although ChIP-seq enrichment was weaker than in the other species. *CREM* and *NFIL3* are significant, upregulated genes in all three RNA-seq datasets.

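In SU-CCS-1, NFIL3 (ENSG00000165030, chromosome 9 from 91409045 to 91423832 of hg38) had normalized CPM of 112 ± 11 (SD, n = 2) in control, 15 ± 0.497 with EA1 siRNA 1 and 13.5 ± 1.74 with EA1 siRNA 2. The log2FC was 2.90 (standard error 0.14) with EA1 siRNA 1 and 3.05 (standard error 0.15) with EA1 siRNA 2, with adjusted p values of 1.66e-07 and 1.91e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Unlike CREM, NFIL3 did not differ detectably between the EA1 siRNAs (adjusted p = 0.734 against 0.00937 for CREM in the same edgeR test, and 0.726 against 0.00312 with the replicate block).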

### 3.6. Distal EA1 Binding Sites Demarcated Homologous Enhancer Regions in Mouse and Human CCS

Distal EA1 binding sites include those that occurred at intragenic regions (36.5%) and intergenic regions (28.8%) (Figure 3A). These binding sites have an increased frequency of variant motifs relative to the canonical motif found most prevalently at promoter-associated binding sites (Figure 4B,E). Substantial overlap of binding sites and correlation of enrichments between EA1, RNAPOL2, and H3K27ac were retained when looking at distal regions only (Figure 6A,B). Enrichment of H3K27ac showed flanking bimodal peaks when centered at the EA1 binding sites, indicating EA1 occupancy of the intervening DNA and its facilitative role for these active regions (Figure 6B). This distribution of the H3K27ac signal differentiated putative enhancers from promoters, where H3K27ac enrichment was broader and directly overlapping (Figure 5B).

Intergenic super-enhancers (SEs) were identified by ROSE (Rank Ordering of Super Enhancers) using anti-H3K27ac ChIP-seq data in mCCS tumors (*n* = 4) [54,55]. The analysis revealed 584 SEs in mCCS (Figure 6C, top), 100% of which contained at least one EA1 binding site. EA1 ChIP-seq enrichment was strongest for binding sites that overlap with SEs (Figure 6D).

Anti-H3K27ac ChIP-seq in the SU-CCS-1 cell line, followed by the ROSE analysis, revealed 594 SEs in the human context of CCS (Figure 6C, bottom). In total, 161/594 (27%) contained at least one binding site for EA1 in the human intersectional EA1 ChIP-seq analysis. Again, a lower percentage in the human datasets was most likely a result of less efficient ChIP-seq methodology. Significant, upregulated genes were identified as adjacent to SEs in both species (Figure 6C, red), indicating the likely importance of the SE structure in regulating activated DEGs.

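In SU-CCS-1, NR4A2 (ENSG00000153234, chromosome 2 from 156324437 to 156342348 of hg38), one of the genes labelled in Fig. 6C, had a log2FC of 3.93 (standard error 0.28) with EA1 siRNA 1 and 4.34 (standard error 0.29) with EA1 siRNA 2. Its adjusted p was 1.31e-06 and 1.11e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. NEDD9 (ENSG00000111859, chromosome 6 from 11183298 to 11382348) changed less, with a log2FC of 0.79 (standard error 0.13) and 0.87 (standard error 0.13), and the adjusted p was 4.35e-04 and 2.72e-04 in the same edgeR test. Of the genes labelled in Fig. 6F, ARAP1 had a log2FC of 0.90 (standard error 0.11) with EA1 siRNA 1 and 0.59 (standard error 0.11) with EA1 siRNA 2, and SEMA4C of 1.02 (standard error 0.12) and 0.86 (standard error 0.12). All 4 genes were called activated with each EA1 siRNA, without and with the replicate block.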

Mouse and human SEs were analyzed for synteny using the UCSC LiftOver tool. A total of 132 human SEs were syntenic to 126 mouse SEs and therefore were also associated with mouse EA1 ChIP-seq peaks (Figure 6E). These syntenic SEs may be facilitated by EA1 and represent the core regulatory chromatin circuitry of CCS. The nearest genes to these shared SEs were homologous genes in both species and were in the same orientation from the SE (Figure 6F). For example, *Nfil3* in mCCS had an SE 6.2 kb downstream, and *NFIL3* in SU-CCS-1 had an SE 5.9 kb downstream. These syntenic SEs, bound by EA1, were in the same orientation from homologous DEGs and may be important in CCS reprogramming, even if some were not identified in the intersectional method of EA1 ChIP-seq performed in human cell lines.

Anti-H3K27ac HiChIP chromatin conformation experiments that were reported for SU-CCS-1 were reanalyzed to identify looping between SEs and the promoters of genes being distally regulated [29]. A total of 594 human SEs looped to 3615 loci across the human genome, of which 1590 loci were at promoter regions of 746 unique genes. Interesting genes whose promoters are looped to SEs included *MITF*, *FUS*, *FOSL1*, *JUNB*, *TP53*, *SOX10*, and *TFAP2A*. 

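Of all 14571 genes tested in SU-CCS-1, 421 had a log2FC above 2 and 405 below -2 with EA1 siRNA 1, against 395 and 382 with EA1 siRNA 2. A shift common to all genes would not show in these counts after normalization. With DESeq2's shrunken fold changes of EA1 siRNA 1, chosen as an alternative after the data were seen, 222 genes were above 2 and 145 below -2. SEMA5A had a log2FC of -2.92 (standard error 0.14) with EA1 siRNA 1 and -3.12 (standard error 0.14) with EA1 siRNA 2, ID2 of -2.30 (standard error 0.13) and -2.24 (standard error 0.13), and MLPH of -2.25 averaged over both. In the other direction, CDC6 had a log2FC of 3.46 (standard error 0.21) and 2.88 (standard error 0.20), and CCND1 of 3.79 (standard error 0.26) and 3.13 (standard error 0.25). FOSL1 (ENSG00000175592, chromosome 11 from 65892049 to 65900573 of hg38) had only 9.5 ± 0.53 CPM (SD, n = 2) in control and 0.943 ± 0.529 with EA1 siRNA 1, and its log2FC of 3.34 (standard error 0.47) carried the largest standard error of these 6 genes. Its adjusted p was 1.65e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 4.10e-05 with the replicate block. All 6 genes passed an adjusted p of 0.05 with each EA1 siRNA, without and with the block.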

In the SU-CCS-1 RNA-seq dataset, nineteen of these SE-looped genes had a log_2_FC value greater than 2 compared to three genes having a log_2_FC value less than −2 (Figure 6G). 

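Of the genes named for looped promoters, MITF (ENSG00000187098, chromosome 3 from 69739456 to 69968336 of hg38) and TFAP2A (ENSG00000137203, chromosome 6 from 10393186 to 10419659) rose upon knockdown in SU-CCS-1. MITF had a log2FC of -0.76 (standard error 0.10) with EA1 siRNA 1 and -0.81 (standard error 0.10) with EA1 siRNA 2 (adjusted p = 1.49e-04 and 1.13e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TFAP2A had a log2FC of -1.16 (standard error 0.11) and -1.03 (standard error 0.11). No change in SOX10 was detectable with either EA1 siRNA (adjusted p = 0.522 and 0.125 from the same edgeR test, and 0.456 and 0.0745 with the replicate block).

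**Figure D5:**
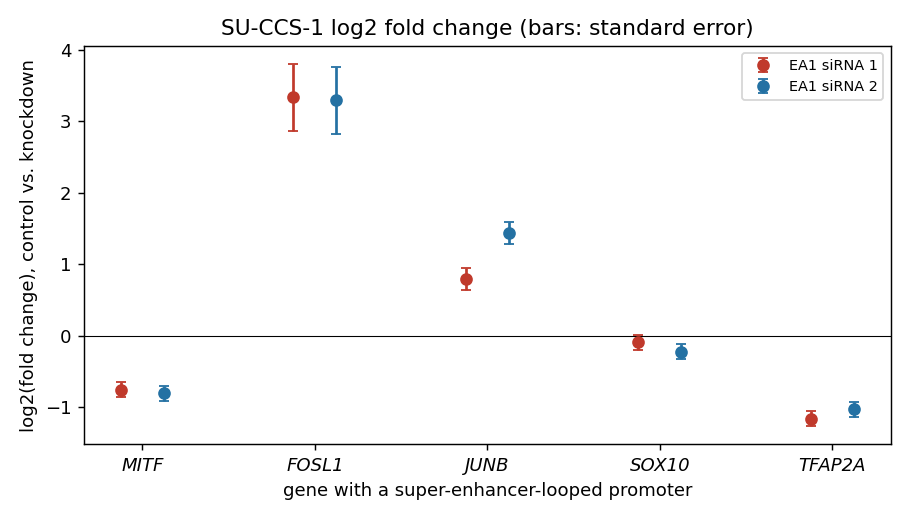
The log2(fold change) of control against knockdown (y axis) of 5 genes with looped promoters in SU-CCS-1, with a point for each EA1 siRNA and bars of 1 standard error. MITF and TFAP2A lie below 0 with both EA1 siRNAs and FOSL1 lies highest, at 3.34 and 3.30.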

SE-looped genes were more likely to be transcriptionally active and represented how EA1 may be facilitating SEs to associate with and upregulate target genes through a chromatin conformational fashion.

## 4. Discussion

CCS was recapitulated in genetically engineered mice, which formed tumors in 1–2 months that modeled the human disease by morphology and transcriptome. These mice expressed V5-tagged *EA1*, allowing for robust ChIP-seq to probe where the fusion protein binds along the mouse genome. Expression of V5-tagged *EA1* to generate the tumor and utilization of an anti-V5 antibody rule out many antibody artifacts and tag-impingement problems that can occur with an in vivo analysis of transcription factors. These results corroborated findings from the human context, including a propensity to bind intragenic and intergenic regions. However, this analysis also identified novel binding motifs and many DEGs that were previously unreported for CCS.

We curated comprehensive lists of upregulated and downregulated target genes, whose promoters are bound directly by EA1 or are linked to distal EA1-bound enhancers. Differentially expressed genes being upregulated or downregulated by EA1 suggests secondary epigenetic mechanisms may determine transcriptional effects on target genes. For example, hypomethylation patterns correlate with activation of known target genes across the EWSR1::CREB family of tumors [46]. Methylation machinery at differentially expressed target genes may be dysregulated by EA1.

The analysis of recurrent motifs within EA1 binding sites revealed iterations of motifs that comprise TGA or the complementary TCA. We propose that EA1 has a novel propensity to bind TGA repeats at enhancers, similar to EWSR1::FLI1 binding of GGAA microsatellites in Ewing sarcoma [50]. Further research is required to understand the importance of these EA1-bound microsatellites in driving CCS. We also identified the AP1 motif as recurrent within EA1 binding sites, suggesting that AP1 factors may represent co-factors that associate with EA1 at these sites. AP1 factors, including FOS and JUN proteins, can form heterodimers with ATF factors and are known to facilitate enhancer regions by recruiting chromatin remodeling machinery [6,49,56].

The strongest promoter-associated EA1 binding site in mCCS occurred at the *Crem* promoter (Figure 5E). *CREM* may represent an important target gene of EA1 and possibly a co-factor with EA1. The occurrence of the *EWSR1::CREM* fusion in CCS, albeit rare, may indicate functionality of CREM in the presence of *EA1* expression [8]. Because *CREM* is a member of the ATF/CREB family, EA1 and CREM may dimerize with one another. Cofactor composition, whether involving AP1 or ATF/CREB factors, may dictate target gene reprogramming and require further investigation.

Lastly, SEs were independently identified in mouse and human CCS models and showed strikingly similar synteny when compared between these species. EA1 bound to 100% of SEs in mCCS. Significantly upregulated DEGs were identified nearby SEs in both species and showed 3D-looped association with SEs by HiChIP in human CCS. EA1 may be orchestrating the SE structure to regulate the epigenetic reprogramming of CCS.

## 5. Conclusions

Mouse modeling of CCS recapitulated morphology as well as transcriptional signatures including differentially expressed genes, fusion oncoprotein binding characteristics, and the super-enhancer structure. These experiments identified putative dependencies, such as important super-enhancers that associate with target genes, that can be tested in the mouse model moving forward. Epigenomic characterization of EA1 and transcriptomic analyses across mouse and human contexts provide the foundational framework for understanding the molecular underpinnings of CCS.

## Figures and Tables

**Figure 1:**
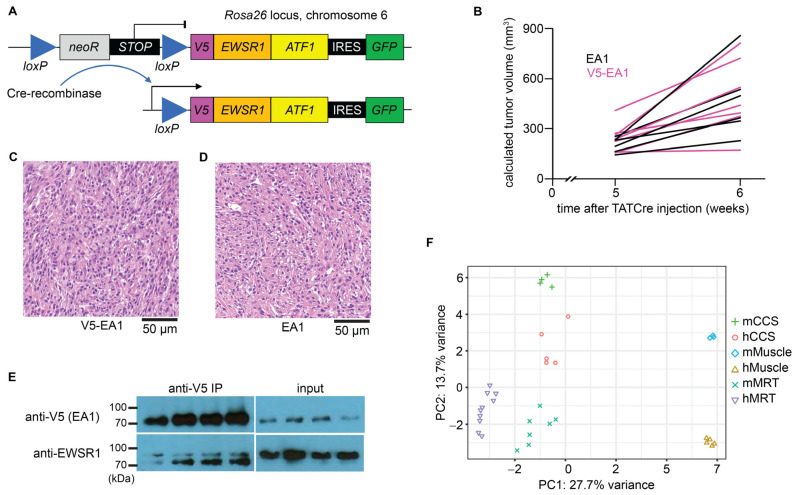
Conditional expression of V5-tagged EWSR1::ATF1 (EA1) drives tumorigenesis, which recapitulated the human CCS transcriptome. (**A**) Mouse cassette of inducible V5-tagged EWSR1::ATF1 cDNA engineered at the Rosa26 locus. (**B**) Growth rates of untagged EA1-expressing mouse tumors (black, *n* = 6) and V5-tagged EA1-expressing mouse tumors (pink, *n* = 8). (**C**) Histology of mouse model tumors expressing V5-tagged EA1. (**D**) Histology of mouse model tumors expressing untagged EA1. (**E**) Immunoblot of whole cell lysate derived from mCCS tumors (*n* = 4). Input lysate (**right**) was immunoprecipitated using an anti-V5 antibody (**left**). Immunoblot was performed using an anti-V5 antibody to identify V5-EA1 at approximately 80 kDa (**top**) and an anti-EWSR1 antibody to identify V5-EA1 and endogenous EWSR1 at approximately 95 kDa (**bottom**). (**F**) PCA plot depicting CCS mouse model tumors (mCCS), human CCS tumors (hCCS), mouse skeletal muscle (mMuscle), human skeletal muscle (hMuscle), MRT mouse model tumors (mMRT), and human MRT tumors (hMRT).

**Figure 2:**
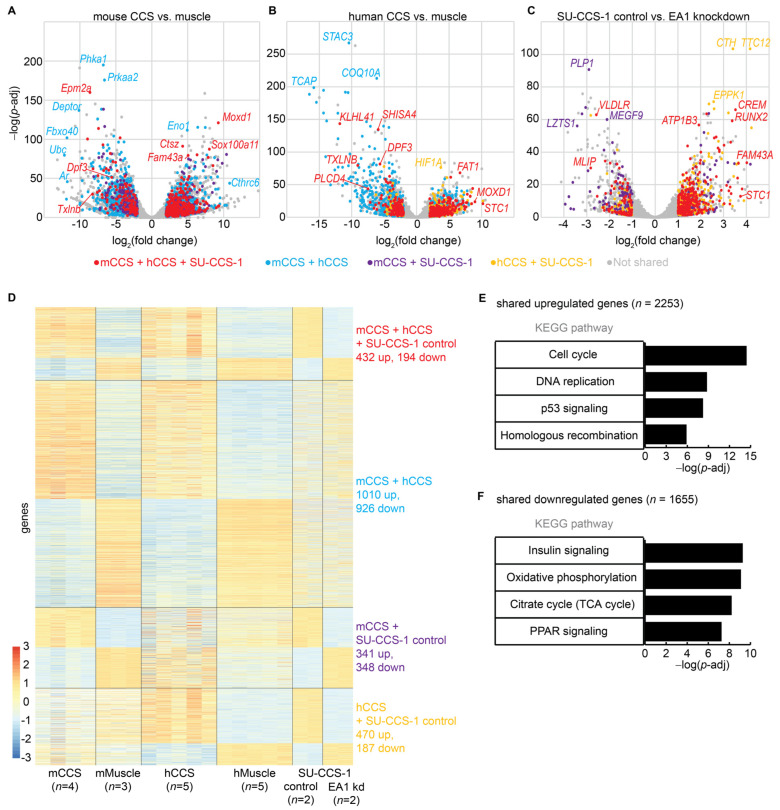
Transcriptomic analysis of mouse and human CCS identified shared differentially expressed genes involved in proliferation. (**A**) Volcano plot of gene expression data comparing TATCre-EA1 mouse model tumors vs. mouse skeletal muscle. (**B**) Volcano plot of gene expression data comparing human CCS tumors vs. human skeletal muscle. (**C**) Volcano plot of gene expression data comparing human SU-CCS-1 cell line, RNAi control vs. RNAi EA1 knockdown. (**D**) Heatmap of shared significant, differentially expressed genes, clustered by genes shared between datasets. (**E**) Gene set enrichment analysis of cellular pathways for genes that are upregulated in at least two RNA-seq datasets. (**F**) Gene set enrichment analysis of cellular pathways for genes that are downregulated in at least two RNA-seq datasets.

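Of the genes labelled in the SU-CCS-1 plot of Fig. 2C, VLDLR had a log2FC of -2.66 (standard error 0.12) with EA1 siRNA 1 and -1.65 (standard error 0.12) with EA1 siRNA 2, a difference between the EA1 siRNAs with an adjusted p of 0.0012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. LZTS1, MEGF9 and MLIP were also repressed, with log2FC values of -3.62, -2.17 and -3.03 with EA1 siRNA 1. CTH (ENSG00000116761, chromosome 1 from 70411218 to 70439851 of hg38) had a log2FC of 3.47 (standard error 0.12) with EA1 siRNA 1 and 3.44 (standard error 0.12) with EA1 siRNA 2. TTC12 had 4.30 (standard error 0.19) and 3.29 (standard error 0.17), a difference with an adjusted p of 0.0268 in the same edgeR test. STC1 was the most abundant of these genes in control, at 2909 ± 215 CPM (SD, n = 2), and fell to 69.4 ± 42 with EA1 siRNA 1. ATP1B3 and EPPK1 had log2FC values of 1.92 and 2.59 with EA1 siRNA 1. These genes were called in the same direction with each EA1 siRNA. Between the EA1 siRNAs, the adjusted p in the same edgeR test was 0.109 without and 0.0444 with the replicate block for MEGF9, 0.0732 and 0.0228 for MLIP, and 0.336 and 0.0487 for STC1, so these 3 differed with the block only. With the block it was 9.31e-05 for VLDLR and 0.00564 for TTC12.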

**Figure 3:**
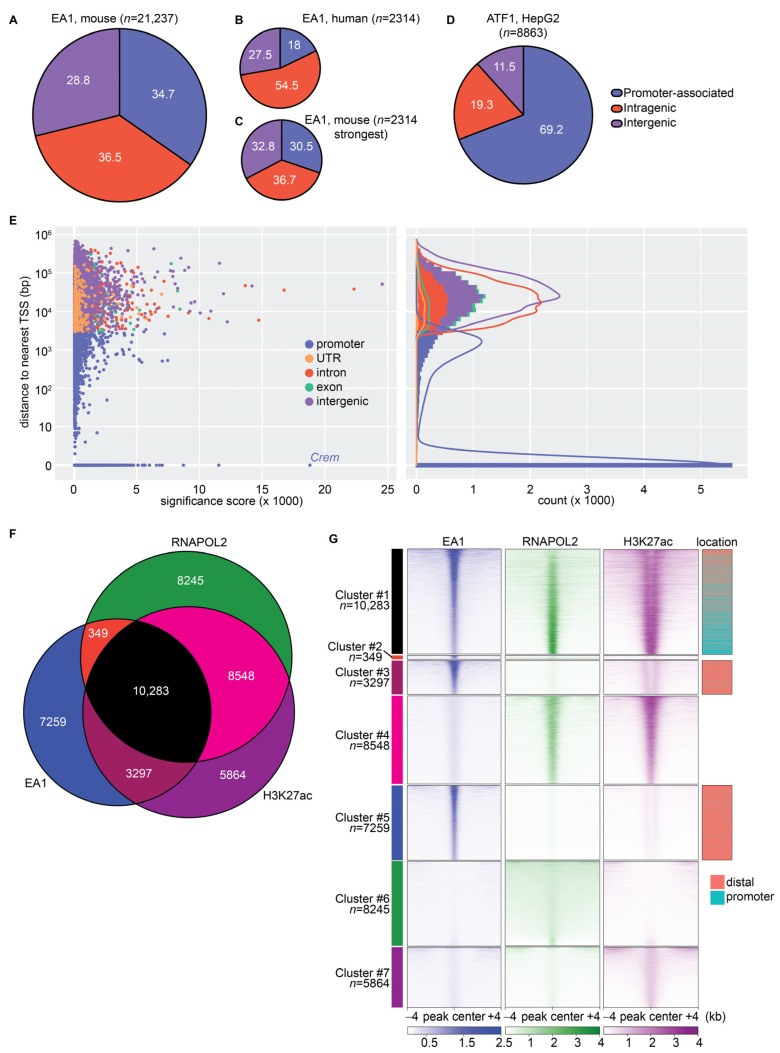
Genomic binding of EWSR1::ATF1 showed predilection of distal regions and correlation with RNAPOL2 and H3K27ac signatures. Genomic distributions of binding sites in ChIP-seq datasets: (**A**) total EA1 in mCCS, (**B**) total EA1 in human CCS cell lines, (**C**) high-stringency EA1 in mCCS, and (**D**) wtATF1 in HepG2 cell line. (**E**) (**Left**), scatter plot depicts all mCCS EA1 binding sites plotted by distance to nearest gene’s transcription start site (TSS) versus significance score. (**Right**), distribution of binding sites binned by distance to TSS versus total counts of binding sites within each bin. (**F**) Overlap of total binding sites between EA1, RNAPOL2, and H3K27ac ChIP-seq datasets. (**G**) Enrichment heatmap shows relative enrichments and shared clusters between EA1, RNAPOL2, and H3K27ac ChIP-seq datasets. Loci are centered on and ranked by EA1 enrichment in clusters #1, #2, #3, and #5. Loci are centered on and ranked by H3K27ac enrichment in clusters #4 and #7. Loci are centered on and ranked by RNAPOL2 enrichment in cluster #6. Called binding sites for EA1 are depicted as promoter-associated (teal) or distal (salmon) for clusters #1, #3, and #5.

**Figure 4:**
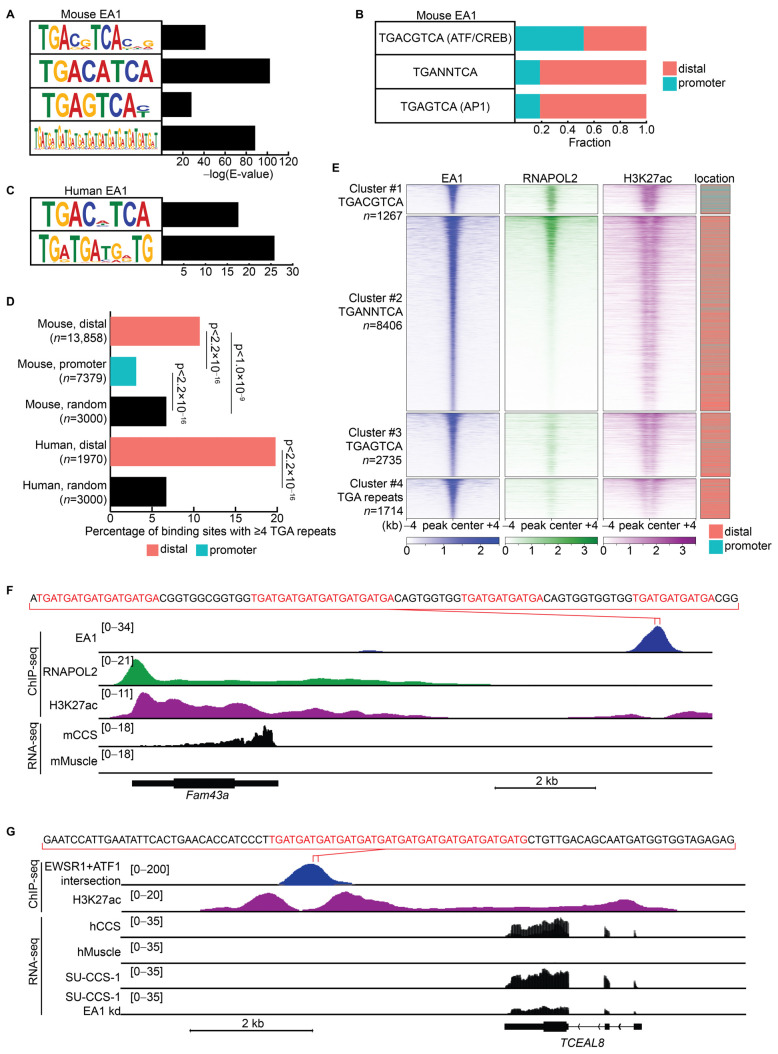
EWSR1::ATF1 bound the canonical ATF/CREB motif at promoters and novel variant motifs at distal regions. (**A**) Statistically significant, recurrent motifs identified in the center 100 base pairs of binding sites in the mCCS EA1 ChIP-seq dataset (*n* = 21,237). (**B**) Genomic distribution of binding sites that contain TGACGTCA (*n* = 1267), TGANNTCA (*n* = 7139, excluding TGACGTCA), or TGAGTCA (*n* = 2735), depicted as fractions of promoter-associated binding sites or distal binding sites. (**C**) Statistically significant, recurrent motifs identified in binding sites in the human CCS cell line EA1 ChIP-seq dataset (*n* = 2314). (**D**) Relative percentages of binding sites that contain TGA repeat motifs, as defined as 4 or more 3-base-pair motif strings with a tolerance gap of 2 base pairs. Statistically significant differences between datasets were calculated with unpaired *t*-test. (**E**) Enrichment heatmap shows relative enrichments between EA1, RNAPOL2, and H3K27ac ChIP-seq datasets clustered by the recurrent motif within the EA1 binding sites. Loci are centered on and ranked by EA1 enrichment. EA1 binding sites are depicted as promoter-associated (teal) or distal (salmon). (**F**) Example of a TGA-repeat containing mCCS EA1 binding site near *Fam43a*. Central 100 base pairs are displayed with TGA repeats highlighted in red. ChIP-seq reads per million (RPM) are depicted as colored tracks, and RNA-seq RPM are depicted in black. (**G**) Example of a TGA-repeat containing human CCS EA1 binding site near *TCEAL8*. Central 100 base pairs within the peak are displayed with TGA repeats highlighted in red. ChIP-seq RPM are depicted as colored tracks, and RNA-seq RPM are depicted as black tracks normalized to the same scale.

**Figure 5:**
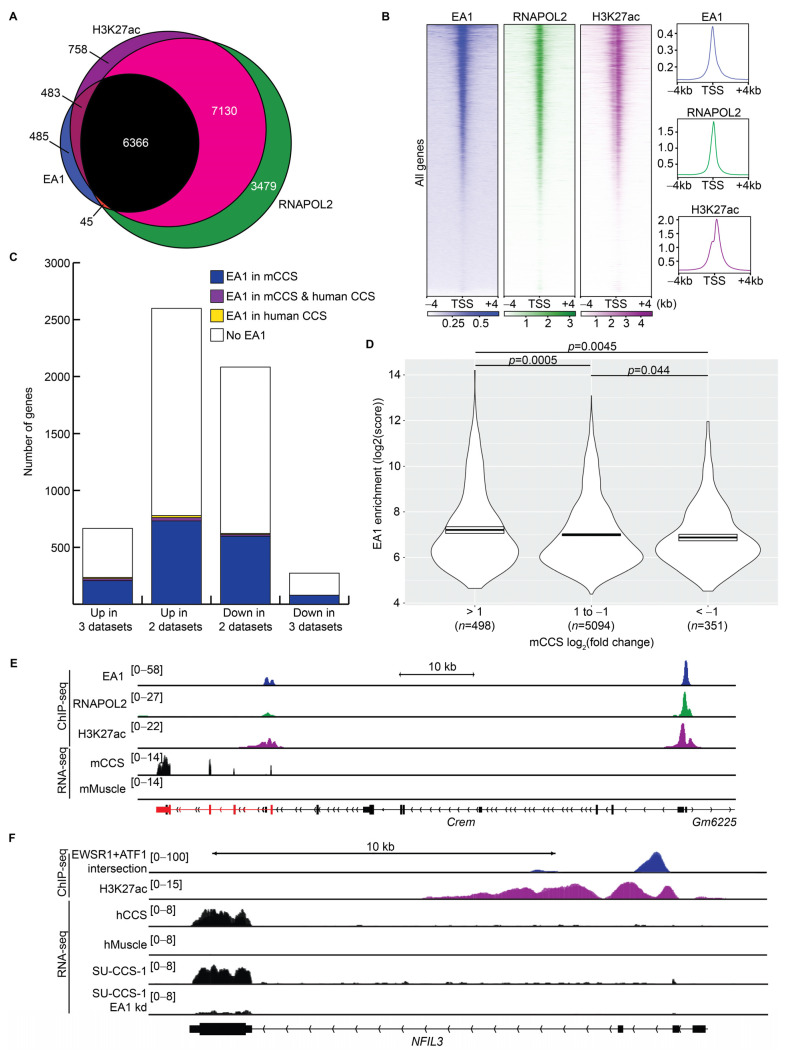
Promoter-associated EA1 binding sites promoted transcription of target genes. (**A**) Overlap of promoter-associated binding sites between EA1, RNAPOL2, and H3K27ac ChIP-seq datasets in mCCS. (**B**) ChIP-seq enrichment heatmaps (**left**) and averaged enrichments (**right**) of EA1, RNAPOL2, and H3K27ac at all mouse TSSs, centered on the TSSs and ranked by EA1 enrichment. (**C**) Overlayed bars represent the number of differentially expressed genes (upregulated in 3 datasets, upregulated in 2 datasets, downregulated in 2 datasets, or downregulated in 3 datasets) and are colored if the genes’ promoter regions (+/−3 kb) contain at least 1 EA1 binding site. (**D**) Enrichment of promoter-associated EA1 binding sites binned by bound genes’ log_2_FC values of >1, 1 to −1, or <−1. Statistically significant differences between datasets were calculated with unpaired *t*-test. (**E**) mCCS example of EA1 binding site at the *Crem* promoter. ChIP-seq reads per million (RPM) are depicted as colored tracks, and RNA-seq RPM are depicted in black. The highly-expressed isoform of *Crem* is depicted in red. (**F**) Human CCS example of EA1 binding site at the *NFIL3* promoter. ChIP-seq RPM are depicted as colored tracks, and RNA-seq RPM are depicted in black.

**Figure 6:**
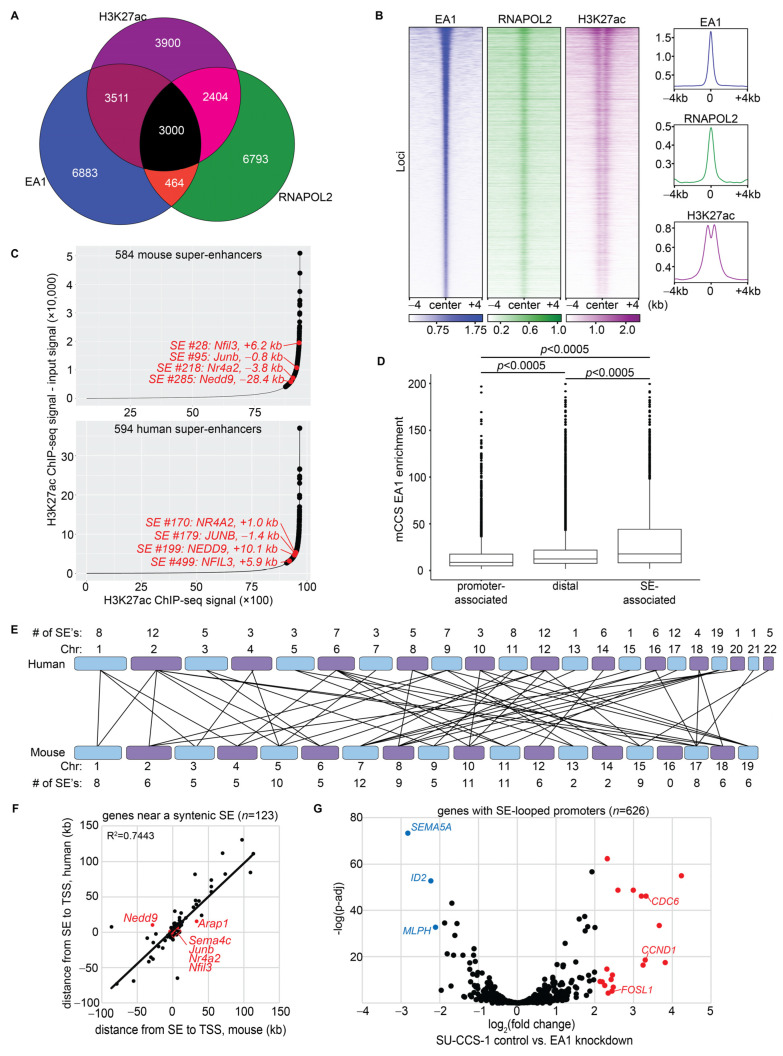
Distal EA1 binding sites demarcated homologous enhancer regions in mouse and human CCS. (**A**) Overlap of distal binding sites between EA1, H3K27ac, and RNAPOL2 ChIP-seq datasets in mCCS. (**B**) ChIP-seq enrichment heatmaps (**left**) and averaged enrichments (**right**) of EA1, RNAPOL2, and H3K27ac distal binding sites, centered on and ranked by EA1 enrichment. (**C**) ROSE plots identifying mouse super-enhancers (**top**) and human super-enhancers (**bottom**). Red labels show SEs in both species that associated with homologous genes upregulated in all three RNA-seq datasets. (**D**) Enrichment of mCCS EA1 between promoter-associated (*n* = 3257), distal (*n* = 7408), and SE-associated binding sites (*n* = 1920). Statistically significant differences between datasets were calculated by Tukey’s honestly significant difference test. (**E**) Synteny map depicting super-enhancers shared between SU-CCS-1 (**top**) and mCCS (**bottom**). (**F**) Genes plotted by the distance between their TSS and a nearby SE in mCCS (*x*-axis) and SU-CCS-1 (*y*-axis). Genes labeled in red are upregulated in all three RNA-seq datasets. (**G**) Volcano plot of gene expression data comparing human SU-CCS-1 cell line, RNAi control vs. RNAi EA1 knockdown, for genes whose promoters display HiChIP association with an SE. Genes labeled in blue have a log_2_FC value < −2, and genes labeled in red have a log_2_FC value > 2.

## Data Availability

All the raw and processed sequencing data were deposited on the Gene Expression Omnibus at GSE248753.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15245750/s1, Figure S1: The original immunoblot figures.

How the deposited data were processed for this re-analysis (not part of the article)

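The 6 RNA-seq libraries of the SU-CCS-1 cell line were analysed, 2 transfected with a control siRNA, 2 with EA1 siRNA 1 and 2 with EA1 siRNA 2. Conditions and replicate numbers were taken from the sample labels. Data of the mouse model, human tumors, ChIP-seq and HiChIP were not used here.

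The authors aligned the reads with BWA-MEM, which does not model splicing, counted them per gene with featureCounts and deposited raw counts, without normalization or pooling of replicates. The paper's text does not name the annotation, the use of strand or a filter on low counts. Every gene in the deposited counts had at least 6 counts in at least 1 library. Of 18118 gene identifiers, 18063 were found in GENCODE release 44, from which coordinates on hg38, exon length, GC content and 3′ UTRs were taken; 2589 genes carry no symbol in the table.

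From the deposited counts, edgeR 4.0.16 in R 4.3.3 was run with filterByExpr by condition (minimum count 10, minimum total count 15), which kept 14571 genes, TMM normalization and the quasi-likelihood test over 3 conditions. The contrasts were control against EA1 siRNA 1, control against EA1 siRNA 2, control against the mean of both, and the EA1 siRNAs against each other. P values were adjusted by the Benjamini-Hochberg method over the genes tested, and genes with an adjusted p under 0.05 were called. The common biological coefficient of variation was 0.109. Log2 CPM used a prior count of 2. Gene lists were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 10 lists. The lists were written from general knowledge before the data were examined, and 2 of them, melanocyte lineage and interferon response, are not pathways of the paper.

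The alternatives set before the data were examined were no filter on low counts, at least 10 counts in every library, RLE size factors, the replicate number as a block, each library left out in turn, DESeq2 1.42.0 over 3 conditions or over only the 4 libraries compared, the 4 knockdown libraries as 1 condition, DESeq2's shrunken fold changes over 2 conditions for the counts past a fold threshold, and an estimated inter-gene correlation. DESeq2's shrunken fold changes of EA1 siRNA 1, and, for single genes, those over 2 conditions and each EA1 siRNA alone, were added after the data were seen. The replicate numbers that define the block come from the sample labels.

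Genes named in the text are those the paper names or labels in its SU-CCS-1 plots, the targeted genes, members of the AP1 and ATF/CREB families, and, in each direction, the 5 genes with the largest averaged log2FC as fitted among those called with each EA1 siRNA and with every control library on one side of every knockdown library. Folds against a group at or under 3 counts in every library are lower bounds against that floor.

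The edgeR fits were tested on simulated counts for the same genes and library sizes with 200 genes changed by known folds with both EA1 siRNAs and 50 with EA1 siRNA 1 alone. With EA1 siRNA 2 as the contrast, 183 of the 200 changed genes were recovered among 14168 simulated genes that passed the filter, 4.69% of the 192 calls were false, and the slope of estimated on true log2FC was 1.00. Between the EA1 siRNAs, all 50 changed genes were recovered and 7.41% of the 54 calls were false, above the 5% aimed at. In the data, 5352 genes were called with EA1 siRNA 2, far more than were changed in the simulation. Genes with low counts were not among those changed. The simulation therefore does not test the fits for a change of so many genes or for genes with low counts.

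For sequence motifs, each of 16238 motifs of 7 bases present in the 3′ UTRs of at least 50 of 11891 protein-coding genes was tested for an association with the difference between the EA1 siRNAs, with adjustment for 3′ UTR length, GC content and expression, against 100 permutations of the genes (Python 3.11.15, scipy 1.17.1). GC content and gene length were corrected by a loess curve per library, and depth by thinning every library to 5942808 counts.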

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

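The test of an off-target effect of one EA1 siRNA on the gene lists was chosen only after the results were seen. An effect of the control siRNA, which these libraries cannot test, was also weighed only then. The same holds for the reading of the replicate block, a fit set before, for replicate batches.

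A difference between the EA1 siRNAs was found for 326 genes. CREM (-0.98), NONO (-1.08) and TTC12 (-1.01 on the log2 scale, EA1 siRNA 1 minus EA1 siRNA 2) were lower with EA1 siRNA 1, and FOS (1.20), VLDLR (1.01) and JUN (1.60) were higher. For sequence-matched off-target effects, motifs of 7 bases in 3′ UTRs were compared with this difference. Genes with TTCAGCT, 2259 of 11891, were lower with EA1 siRNA 2, at a t statistic of 13.5, against at most 4.96 for any motif in 100 permutations of the genes. Genes with AAAGAAG, 2994 in number, were lower with EA1 siRNA 1, at a t statistic of -6.54 against -5.08 at the most extreme. TTCAGCT occurs in the ATF1 transcript and AAAGAAG in both the ATF1 and EWSR1 transcripts, although 38.2% of the 16238 motifs occur in at least 1 of them. The sequences of the EA1 siRNAs were not used here. As deviations from each gene's mean over the 6 libraries, which sum to 0, the genes with TTCAGCT differed from the others by 0.030 and 0.019 log2 units in the control libraries, 0.031 and 0.025 with EA1 siRNA 1 and -0.061 and -0.044 with EA1 siRNA 2. The opposite signs follow from the centring, so only the distances between conditions are to be read. Over all genes scanned, the median log2 difference was 0.032 for genes with TTCAGCT against -0.028 for the others. For AAAGAAG it was -0.047 against -0.005. These shifts are small beside the differences of the genes named above. Whether the 326 genes carry the motifs more often than others was not tested. Off-target effects of each EA1 siRNA may therefore account for part of the difference, but for how many of the 326 genes is not known.

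A weaker knockdown with EA1 siRNA 2 was also weighed: 181 of the 326 genes (55.5%) had the same direction and a smaller change with EA1 siRNA 2, 63 had a larger change and 82 the opposite direction. The fall in ATF1 did not differ detectably between the EA1 siRNAs, at 2.03 and 1.94, which gives no sign of a weaker knockdown, although the ATF1 counts do not separate the fusion from the unrearranged gene. Of the 326 genes, 287 were also called after a correction for GC content and 296 after every library was thinned to the smallest total. With the replicate number as a block, 853 genes were called, and 857 with the block and the GC correction together, 325 of the 326 genes among them. This does not test for replicate batches, since each replicate number holds 1 library of every condition, and the block can then change the residual variance but hardly the difference itself. A batch that affected the EA1 siRNAs unequally cannot be told apart from the difference. No other biological explanation was tested.

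For NONO, the 3′ UTR of 1446 bases holds 2 copies of AAAGAAG, the motif tied to EA1 siRNA 1. This is weak evidence, since 867 of the genes scanned (7.29%) have at least 2 copies, and an off-target effect of EA1 siRNA 1 may explain the NONO difference only in that limited sense.

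The contrast of control with EA1 siRNA 2, which the paper does not report, gave 2650 activated and 2702 repressed genes. Of these 5352 genes, 5199 were also called after a GC correction, 5086 after a gene length correction and 5065 after thinning, and with the replicate block the numbers were 5318, 5229 and 5223. These artifacts therefore do not account for most of the calls. A response to the loss of EA1, or to the control siRNA that both contrasts share, may account for those shared with EA1 siRNA 1. A loss of unrearranged ATF1 may do so as well, since the ATF1 counts do not separate it from the fusion. Off-target effects of EA1 siRNA 2, with the t statistic of 13.5 above, may account for part of the rest. The motifs were not tested against these calls.

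The melanocyte lineage list, which is not a pathway of the paper, was higher after knockdown, with a median log2FC of -1.61. By camera with Benjamini-Hochberg adjustment, its adjusted p was 6.05e-12 after a GC correction, 2.07e-12 after a length correction, 1.02e-11 without the 10 genes with the most counts and 2.44e-12 after thinning. The larger of its values with the EA1 siRNAs was 1.45e-11, so an effect of one EA1 siRNA alone did not produce it. Both of these contrasts share the control libraries, so the change cannot be told apart from an effect of the control siRNA itself, which was not tested. Across its alternatives the camera adjusted p ran from 9.99e-21 to 0.275, the highest with the correlation between genes estimated from the libraries. The result rests on 1 cell line and on a list written from general knowledge. Contamination and reads shared between paralogs were not tested.

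The interferon response list, likewise outside the paper's pathways, was higher in control, with a median log2FC of 0.66. By camera with Benjamini-Hochberg adjustment, its adjusted p was 2.38e-07 after a GC correction, the larger of the values with the EA1 siRNAs was 3.62e-05, and its alternatives ran from 7.75e-09 to 0.275. It also differed between the EA1 siRNAs (camera adjusted p = 0.00418), as did 6 of the other 9 lists, among them DNA replication (5.26e-08), the cell cycle (2.74e-05), the TCA cycle (3.41e-04), homologous recombination (5.12e-04) and oxidative phosphorylation (0.00824). The median of 0.66 cannot be told apart from an interferon response to the control siRNA itself, since no untransfected library was used here.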

How the results depend on the processing

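The number of activated and repressed genes kept within 1.5 times of its value under every alternative run, except that DESeq2 on only the 4 libraries compared gave 1782 repressed genes with EA1 siRNA 2 against 2702. With both EA1 siRNAs averaged, leaving out 1 library at a time gave from 2899 to 3640 activated and from 2526 to 3146 repressed genes over the fits that kept 2 control libraries.

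Counts past a fold threshold changed with the filter on low counts. Above 1 and below -1, and above 2 and below -2, there were 1408, 1409, 390 and 381 genes, against 2315, 2186, 758 and 744 without the filter, 888, 835, 163 and 120 with at least 10 counts in every library, and 2366, 2189, 794 and 777 with DESeq2 over 3 conditions, which had no such filter. Among the 14571 genes past the filter, DESeq2 gave 1442, 1383, 401 and 382, so its change came from the filter. DESeq2's shrunken fold changes over 2 conditions gave 257 above 2 and 224 below -2. Those of EA1 siRNA 1, chosen after seeing the data, gave 222 and 145. Across the 6 fits that each left out one library, the counts ran from 460 to 643 above 2 and from 423 to 603 below -2. The cause of the changes with shrinkage and left-out libraries was not tested.

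The 326 genes that differed between the EA1 siRNAs became 853 with the replicate block and from 186 to 206 across the fits that each left out one control library. The cause was not tested.

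With the correlation between genes estimated from the libraries, 7 gene lists passed the threshold no longer by camera with Benjamini-Hochberg adjustment, at unchanged medians: cell cycle 0.36, DNA replication 1.17, homologous recombination 0.75, interferon response 0.66 and melanocyte lineage -1.61 at an adjusted p of 0.275, oxidative phosphorylation -0.26 at 0.612 and TCA cycle -0.28 at 0.571. The shared 0.275 comes from the adjustment and does not mean equal evidence. With 2 libraries per condition for the estimate, these lost calls do not decide whether the lists changed. Over their alternatives the adjusted p ran from 5.48e-17 to 0.275 for DNA replication, from 8.49e-10 to 0.275 for the cell cycle, from 3.70e-05 to 0.612 for oxidative phosphorylation and from 0.00138 to 0.571 for the TCA cycle. The TCA cycle list also lost its call with EA1 siRNA 1 alone (-0.20) and without EA1 siRNA 2 replicate 1 (-0.18, camera adjusted p = 0.0597), and ran from -0.40 to -0.18 over the fits that each left out one library, as the melanocyte list did from -1.95 to -1.30. Over the same fits the oxidative phosphorylation list ran from -0.36 to -0.16. PPAR signaling gained a call with at least 10 counts in every library, at -0.28 and a camera adjusted p of 0.0249, over alternatives from 0.0249 to 0.464.

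Of the values of 57 named genes, 35 lost and 4 gained a call and 838 did neither, among them 47 and 50 from the fits without control siRNA replicate 1 and replicate 2. Those 2 fits gave no adjusted p, so their values were judged by size alone, and 17 of them moved by at least the spread between replicates. JUN and CREB5 reversed in alternatives chosen after seeing the data: to -0.51 and -0.00995 with EA1 siRNA 1 alone, and to -0.43 and -0.0017 with its shrunken fold changes, and neither gene was called there. At the depth of these libraries, folds of genes at or under 3 counts in a condition are lower bounds.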

Differences from the paper's values

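TTC12 had a log2FC of about 4.2 in Fig. 2C of the paper, read by eye, against 3.79 here with both EA1 siRNAs averaged. With EA1 siRNA 1 alone, taken as the paper's knockdown from the numbers of genes called, it was 4.30, or 4.17 when shrunken, and no difference from the paper remained for that comparison, which was chosen for single genes after seeing the values. For the average, a value is said to come within the replicate SD when it lies no further from the paper's than that SD of the log2 values, 0.316 for TTC12. Of the alternatives set before the data were examined, leaving out control siRNA replicate 2 (3.89), EA1 siRNA 1 replicate 2 (4.00) or EA1 siRNA 2 replicate 2 (3.91) came within it and the others run for single genes did not. The shrunken fold change over 2 conditions (3.22), also chosen for single genes after seeing the values, did not.

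SEMA5A had about -2.8 in Fig. 6G of the paper, read by eye, against -3.02 here for the average. With EA1 siRNA 1 alone it was -2.92, or -2.83 when shrunken, within the replicate SD of 0.176 of the paper's value, in a comparison chosen for single genes after seeing the values. For the average, leaving out EA1 siRNA 2 replicate 1, control siRNA replicate 2 (-2.91) or EA1 siRNA 1 replicate 2 (-2.96) came within that SD, although these are small moves from -3.02, and the other alternatives set before the data were examined and run for single genes did not. The shrunken fold change over 2 conditions (-2.95), also chosen for single genes after seeing the values, came within it too.

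FOSL1 had about 2.4 in Fig. 6G of the paper, read by eye, against 3.32 here for the average and 3.34 with EA1 siRNA 1 alone. Of the alternatives set before the data were examined for single genes, none that gave a value came within the replicate SD of 0.468, and the filter of at least 10 counts in every library left FOSL1 out. Of DESeq2's shrunken fold changes, chosen for single genes after seeing the values, that of EA1 siRNA 1 was 2.44, near the paper's, and that over 2 conditions was 2.84, just within that SD and still above the paper's.

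The paper states approximately 25 M reads per sample, against a median of 6.79 M counts per library here. Sequenced reads and reads counted on genes are different measures, and no alternative changes this value.

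The paper's 2451 activated and 2160 repressed genes are reached with DESeq2 over 3 conditions for control against EA1 siRNA 1, against 2952 and 2898 with edgeR. The paper names NONO among the upregulated genes of every dataset. With EA1 siRNA 2 its log2FC was 0.29 and it was not called with edgeR without the replicate block, whereas it was called with EA1 siRNA 1. With the block, set before the data were examined, NONO was called with EA1 siRNA 2 too, at a log2FC of 0.29. The paper reports insulin and PPAR signaling among the pathways of its shared downregulated genes. In SU-CCS-1 alone, lists for these processes had averaged median log2FC values of -0.08 and -0.27 and were not called, and PPAR signaling was called with at least 10 counts in every library (-0.28).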

Other observations

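Among genes called with each EA1 siRNA and with every control library on one side of every knockdown library, the 5 with the largest averaged log2FC as fitted in each direction have a condition at or under 3 counts, so their folds are lower bounds and their rank rests on fitted values near 0 counts. Lower bounds do not rank these genes against each other or against genes measured in every condition. With EA1 siRNA 1 and EA1 siRNA 2, the fold was at least the following, lower after knockdown: ENSG00000229770 (9.16 and 8.83), IDO1 (8.81 and 8.49), AREG (5.79 and 5.58), MUC13 (20.6 and 19.9) and SCEL (19.4 and 18.7). Higher after knockdown were ARSI (10.6 and 17.1), ENSG00000287448 (11.1 and 12.3), KU-MEL-3 (10.3 and 11.6), CADPS (13.3 and 3.9) and TRPM1 (28.7 and 31.5). The control libraries of MUC13 were far apart, at 15.3 CPM in replicate 1 and 3.73 CPM in replicate 2. Its bounds, taken from their mean, therefore depend strongly on control siRNA replicate 1. The calls of these genes are edgeR's. DESeq2 over 3 conditions did not call ENSG00000229770 with EA1 siRNA 1 or EA1 siRNA 2 (DESeq2 adjusted p = 0.276 and 0.301). It called MUC13 with EA1 siRNA 2 (0.00999) but not with EA1 siRNA 1 (0.0753), and the other listed genes with each EA1 siRNA.

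CREB1, a paralog of ATF1, had a log2FC of -1.34 (standard error 0.11) with EA1 siRNA 1 and -1.28 (standard error 0.11) with EA1 siRNA 2. JUN had a log2FC of -0.51 with EA1 siRNA 1, where no change was detectable (adjusted p = 0.215, and 0.167 with the replicate block, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and of 1.09 with EA1 siRNA 2 (adjusted p = 0.0282 in the same edgeR test).

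As deviations from each gene's mean over the 6 libraries, which sum to 0, genes with the motif AAAGAAG differed from the others by 0.006 and 0.009 log2 units in the control libraries, -0.010 and -0.033 with EA1 siRNA 1 and 0.019 and 0.008 with EA1 siRNA 2.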
